# Discovery and confirmation of crucial genes associated with radiation-induced heart disease

**DOI:** 10.7150/ijms.107667

**Published:** 2025-02-18

**Authors:** Chuanbin Liu, Jingqi Shi, Lei Xing, Binwei Yao, Jing Liu, Yiru Wang, Jiao Fan

**Keywords:** malignant tumor, radiotherapy, radiation-induced heart disease, systemic inflammation, mitochondrial dysfunction

## Abstract

**Objective:** Radiotherapy is an essential method for treating cancerous tumors, and the resultant radiation-induced heart disease (RIHD) has emerged as the leading non-cancerous cause of mortality among cancer survivors. However, the mechanisms of RIHD are still unknown, and specific biomarkers and effective treatment methods are needing to be found.

**Methods:** Fourteen male C57BL/6J mice, each 8 weeks old, were randomly assigned into two groups: an experimental group (n = 7) and a control group (n = 7). The test group underwent irradiation with 30 Gy of ^60^Co γ-rays. To assess the acute and chronic damage to the myocardium caused by radiation, heart tissues were collected at one day and six weeks after irradiation for transcriptome sequencing, and H&E staining and immunohistochemical staining were done, respectively.

**Results:** One day after radiation, the myocardial tissue showed a significant amount of inflammatory cell infiltration. Following a period of six weeks, there was an increase in hypertrophic cardiomyocytes and myocardial fibrosis. Additionally, we identified several genes (*Cmpk2, Ifit3, Dhx58, Slc2a1, and Thbs1*) that were strongly associated with RIHD. The expression of these genes in heart tissue was significantly upregulated after six weeks of radiation. Findings from the GO functional and KEGG pathway enrichment analysis, along with the hub gene function analysis, indicate that the mechanism behind RIHD might be linked to systemic inflammation and mitochondrial dysfunction.

**Conclusion:** Acute radiation myocardial injury is characterized by inflammation, while chronic radiation myocardial injury is characterized by myocardial fibrosis. RIHD is linked to *Cmpk2*, *Ifit3*, *Dhx58*,* Slc2a1*, and *Thbs1* genes through a mechanism that may cause systemic inflammation and mitochondrial dysfunction.

## Introduction

Studies show that in 2020, there were 19.29 million new cancer diagnoses globally, and cancer-related deaths continue to be a major cause of mortality; breast cancer, lung cancer, and other thoracic tumors represent a significant portion of these cases 1. Despite the swift progress in molecular targeted treatments, radiation therapy continues to play a crucial role in combating tumors and is frequently combined with surgical procedures or chemotherapy 2. However, the radiation produced during radiation therapy can also cause some damage to the heart, resulting in radiation-induced heart disease (RIHD), which includes acute and chronic pericardial disease, cardiomyopathy, valvular insufficiency, arrhythmia, and coronary artery disease (CAD), etc 3, 4. Advances in medical technology have significantly improved the effectiveness of tumor treatment, leading to long-term survival for many patients. RIHD has emerged as the leading non-cancerous cause of mortality among individuals who have survived tumors. This greatly diminishes the survival benefit of radiotherapy and even exceeds the lethality due to recurrence of the tumor itself 5. However, the mechanism of RIHD is still unclear and specific biomarkers and effective treatments are lacking. Therefore, it is important to elucidate the potential mechanisms of RIHD for its early diagnosis and treatment.

Studies have shown that individuals treated with chest radiotherapy face a 2% increased risk of cardiovascular disease within 5 years and a 23% higher risk over 20 years, compared to those who did not undergo such treatment 6. The estimated occurrence of RIHD ranges from 10% to 30% within 5 to 10 years following radiation therapy. This is especially relevant for chest tumors near the heart and major blood vessels, including breast cancer, lung cancer, Hodgkin's lymphoma, and mediastinal cancers, which are more likely to directly inflict cardiac and vascular harm, resulting in RIHD 7, 8. RIHD is strongly associated with radiation dose. In multivariate analyses, higher doses of cardiac radiation were found to increase the risk of death 9. The occurrence of CAD in individuals undergoing radiotherapy can reach up to 85%, strongly linked to the radiation dosage, location, and duration. Patients in this research had an average heart dose of 4.9 Gy, with a 7.4% rise in major coronary artery events for each additional 1 Gy of radiation 10. Furthermore, radiotherapy also increases the risk of arrhythmias such as atrial fibrillation 11. However, the exact process of RIHD remains unclear, it is thought to include harm to vascular endothelial cells, an inflammatory reaction, oxidative stress, mitochondrial and endoplasmic reticulum dysfunction, and the interplay of various cytokines 12-14.

Radiation causes cardiac injury and induces changes in gene transcriptomics, but it remains unclear how acute and chronic injury are similar or different, and which gene expression differences in cardiac tissue are induced by radiation. To clarify the aforementioned questions and elucidate the potential mechanisms of RIHD, we established an animal model of RIHD by irradiating mice with ^60^Co γ-rays, and then obtained the cardiac tissue for RNA-seq analysis on one day and six weeks after irradiation, performed pathological testing. The goal is to investigate the possible mechanisms and potential targets of RIHD, and to provide a reference for early diagnosis and specific intervention of clinical RIHD.

## Methods

### Mice and irradiation

The mice were sourced from Beijing Vital River Laboratory Animal Technology Co., Ltd (Beijing, China). The animal experiment involved fourteen 8-week-old male C57BL/6J mice. All procedures were sanctioned by the Institutional Animal Care and Use Committee (IACUC-AMMS-2020-780), adhering to the guidelines outlined in the Guide for the Care and Use of Laboratory Animals by the US National Institute of Health. The mice were housed individually in cages that were changed daily and were provided with sterilized food and water at a temperature of 25±1°C. In this research, animals were exposed to ^60^Co γ-rays (Institute of Military Medical Sciences, Academy of Military Sciences, Beijing, China). The mice were anesthetized with pentobarbital sodium (40 mg/kg body weight) and then locally irradiated in the anterior chest under general anesthesia. Other animal parts outside chest were covered with 5 mm thick lead block. The study used a radiation dose of 30 Gy with a dose rate of 0.97 Gy/min 15. Fourteen mice were split into two groups: an experimental group (n = 7) that underwent irradiation and a control group (n = 7). Each group was then sacrificed at one day (n = 3) and six weeks (n = 4) post-irradiation, respectively, to collect heart tissue for sequencing and pathological analysis. All seven mice in the experimental group survived the irradiation, resulting in a 100% survival rate. Fourteen cardiac samples from the mice were suitable for sequencing.

Fig. 1 shows a flow chart of the study.

### Data collection and processing for RNA-sequencing

The standard Illumina protocol was used to prepare the RNA-seq library for sequencing. RNA was extracted from the heart tissues of 14 mice (3 non-irradiated for 1 day, 3 irradiated for 1 day, 4 non-irradiated for 6 weeks, 4 irradiated for 6 weeks) using TRIzol reagent (Invitrogen) and subsequently treated with RNase-free DNase I to eliminate any residual genomic DNA. The samples were then stratified by irradiation and time. Library construction and sequencing data were generated by Novogene (Beijing, China) using a 150-bp paired end Illumina HiSeq platform with RNA quality assessed using an Agilent 2100 Bioanalyzer. RNA-seq data quality control was performed using FastQC (v0.11.8). Trim Galore (v0.6.1) was employed with standard settings for paired-end RNA-seq data to eliminate adapters and low-quality sequences. The RNA-seq data was trimmed and aligned to the mouse mm10 transcriptome using STAR (v2.5.0a) with default parameters. In HTSeq (v0.10.0), gene expression levels were measured in terms of fragments per kilobase of transcript per million mapped reads (FPKM) 16. To identify differentially expressed genes (DEGs), DESeq2 (version 1.40.1) was employed, using criteria of expression fold change greater than 2 or less than 0.5, and a *P*-value below 0.05. The differential expression's statistical significance was evaluated using the Wald test. The outcomes were screened using a false discovery rate threshold of less than 0.05.

### Construction of the weighted gene co-expression network

To build a gene co-expression network, we utilized the WGCNA R package (version 1.72-1) and employed the hclust function to cluster the samples, aiming to identify any outliers. The pickSoftThreshold function was used to evaluate the soft thresholding power β, which varied between 1 and 20, through network topology analysis. We selected power level 11, the smallest β where the scale-free topology fit index achieved an R^2^ threshold of 0.9.

### Selection of key modules corresponding to radiation

Gene modules consist of groups of genes that are expressed at similar levels. WGCNA employs a hierarchical clustering method to detect gene modules, which are subsequently depicted in various colors. Any genes that are not assigned to a module are placed in the grey module. For each module, principal component analysis (PCA) was conducted, and the module eigengenes (MEs) were derived from the first principal component, reflecting the module's aggregate expression level 17. The study calculated the Pearson correlation between MEs and radiation, as well as dose and student asymptotic *P*-value, to create a heat map showing the association between modules and traits. Gene clusters closely linked to the traits of interest were identified based on correlation and module significance (*P*<0.05) 17. In the intramodular analysis, the research determined the gene significance (GS) and module membership (MM) values. The GS metric indicates the relationship between gene expression and traits in the computed module, whereas the MM metric signifies the correlation between a gene's expression and the principal component's expression within that module 17. The essential core genes for the target modules were identified by defining the value ranges for GS, MM, and the *q*-value of trait association, calculated via the NetworkScreening function.

### Network visualization and functional enrichment study

The core gene networks of the modules of interest were exported to Cytoscape (v3.10.0). To identify the biological roles and potential pathways of genes in trait-associated modules, gene functional annotation was conducted in the primary module using the Gene Ontology (GO) database (http://www.geneontology.org/) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/).

### Hematoxylin and Eosin (H&E) staining

Following localized radiation treatment, the mice were euthanized, and their cardiac tissues were extracted and preserved. The heart tissues were then fixed in a 10% neutral buffered formalin solution for at least one week and embedded in paraffin. Sections of the heart tissue, 3 µm in size, were stained with H&E (Sinopharm Chemical Reagent Beijing Co., Ltd.). Following dehydration using an alcohol gradient, xylene clearance and cover slips were performed. Observations were performed using a LEICA DM6000 light microscope (Leica, Germany).

### Immunohistochemistry

For antigen retrieval in immunohistochemistry, the slides were heated in a citrate solution with a pH of 6.0. Then, endogenous peroxidase was blocked using hydrogen peroxide/PBS. The primary antibody was incubated at 4°C overnight. The secondary antibody was incubated at room temperature for 2 hours. Blocking was achieved using immunoglobulin from the same species as the secondary antibody (Servicebio, China, 1:200 dilution). The main antibodies employed included rabbit anti-Cmpk2 (Proteintech, USA, 1:200 dilution), rabbit anti-Ifit3 (Proteintech, USA, 1:200 dilution), rabbit anti-Dhx58 (Proteintech, USA, 1:50 dilution), rabbit anti-Slc2a1 (Proteintech, USA, 1:1000 dilution), and rabbit anti-Thbs1 (Proteintech, USA, 1:200 dilution). Negative controls were incorporated, involving the exclusion of the primary antibody and the application of either nonimmune IgG or just the secondary antibody. All negative controls showed insignificant staining. The relevant secondary antibodies conjugated to peroxidase-labeled dextran polymer were used to probe the sections. The sections were then visualized using the diaminobezidin 3 (DAB) system. Pictures were taken with a LEICA DM6000 light microscope (Leica, Germany), and analysis was conducted using Image-Pro Plus Software. We utilized images acquired at a magnification of 40x, and for each mouse, we quantified at least six distinct fields of view.

### Statistical analysis

Data analysis was performed with SPSS software (version21.0; SPSS Inc., Chicago, USA) and R programming language (v4.3.0). Continuous variables were shown as mean ± standard error (SE), while categorical data were represented as percentages. Statistical significance was considered at *P* < 0.05.

## Results

### Differential gene expression with irradiation and time

We established an experimental model of cardiac irradiation in rats and subsequently performed transcriptome sequencing analysis. 

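Heart RNA from 14 male C57BL/6J mice, a common inbred laboratory strain, was sequenced 1 day or 6 weeks after irradiation or with the controls of the same times. The mice were 8 weeks old at the start, so those of the 6-week groups were older at collection. Comparisons between the times therefore cannot tell time after irradiation from age or the day of collection. The irradiated mice received 30 Gy of gamma rays locally to the chest at 0.97 Gy/min, and the control mice received 0 Gy. Each mouse gave 1 library, with n = 3 for Control_1d, n = 3 for IRR_1d, n = 4 for Control_6w and n = 4 for IRR_6w. The total of counted reads was 13682599 to 14883568 in the Control_1d libraries (median 14455992) and 14390258 to 16259901 in the IRR_1d libraries (median 14518500). It was 13584836 to 16237712 in the Control_6w libraries (median 14646287) and 13336746 to 16837265 in the IRR_6w libraries (median 15217655). The authors trimmed 150-bp paired-end reads with Trim Galore, aligned them with STAR to the mouse genome mm10 (GRCm38) and counted them per gene with HTSeq. The values used here are these whole-number counts for 54532 genes, of which 24833 had no count in any library. FPKM was computed from the counts, the gene length given beside them and the total of each library.
Differences between groups were tested with edgeR's quasi-likelihood test in 1 model of the 4 groups over all 14 libraries, after TMM normalization. Genes with too few counts for their group were left out, and 16034 genes were tested. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 2 or under 0.5. The biological coefficient of variation, which measures the spread of a gene between mice of 1 group, was 0.643. Before the data were examined, but after the paper and its supplementary tables had been read, 44 gene lists for pathways and cell types were fixed, and each was tested against the other genes with limma's camera. Those tables hold fold changes from these same libraries, so the choice of lists was not independent of the data. With a preset correlation between genes, 18 lists passed an adjusted p of 0.05 between Control_1d and IRR_1d, 24 between Control_6w and IRR_6w, 16 between the control groups and 32 between the irradiated groups. With a correlation estimated from the residuals, 1, 9, 0 and 7 lists passed, and the values given for lists are from the estimated correlation. Some genes share sequence with other genes, so that reads can be counted for the wrong one or lost. Of the 44 DEGs between Control_6w and IRR_6w, 7 share 25% or more of their 50-base stretches with transcripts of another gene.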

Sample clustering and phenotypic heat map analysis were performed on the gene expression data from all samples 17. Fig. 2A indicates the absence of any notable outlier samples. Therefore, every sample was incorporated into the following data analysis. 

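Heart muscle transcripts were abundant in every library, and several libraries also held transcripts of neighbouring or other tissues. The mean log2(CPM + 1) of 19 ventricular cardiomyocyte markers was 8.29 in IRR_6w replicate 1, 8.30 in Control_6w replicate 3 and 9.77 to 11.06 in the other 12 libraries. Adipocyte markers reached 6.45 in IRR_1d replicate 3, 7.11 in Control_6w replicate 3 and 8.35 in IRR_6w replicate 1, against 0.33 to 3.13 elsewhere. Ucp1, the uncoupling protein of brown fat, was at 231 CPM in IRR_1d replicate 3, 559 CPM in Control_6w replicate 3 and 808 CPM in IRR_6w replicate 1, and had no count in the other 11 libraries. Atrial markers were highest in IRR_1d replicate 3 (7.88) and IRR_6w replicate 1 (8.12), and lay between 2.31 and 5.25 in the other 12 libraries. Among them, Myl7, an atrial myosin light chain, was at 757 CPM in IRR_6w replicate 1, and Bmp10, an atrial growth factor, at 810 CPM in IRR_1d replicate 3.
Control_6w replicate 3 also held transcripts of developing T cells. Its thymus markers averaged 7.26, against 0 to 1.49 in the other libraries, and its T cell markers 6.95 against 0.41 to 2.37. Rag1, the recombinase of developing lymphocytes, was at 1303 CPM there and at 18.4 CPM or less elsewhere. Transcripts of male germ cells were present in Control_6w replicates 1, 2 and 3, where Odf1, a sperm tail protein, was at 32.8, 25.9 and 39.8 CPM, and Odf1 had no count in the other 11 libraries. Hemoglobin genes took 7.19% of the counts in IRR_6w replicate 1. These levels were described without a test, since each concerns single libraries. From its clustering of the samples (Fig. 2A), the paper concludes that there was no clear outlier and keeps every sample.

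**Figure D1:**
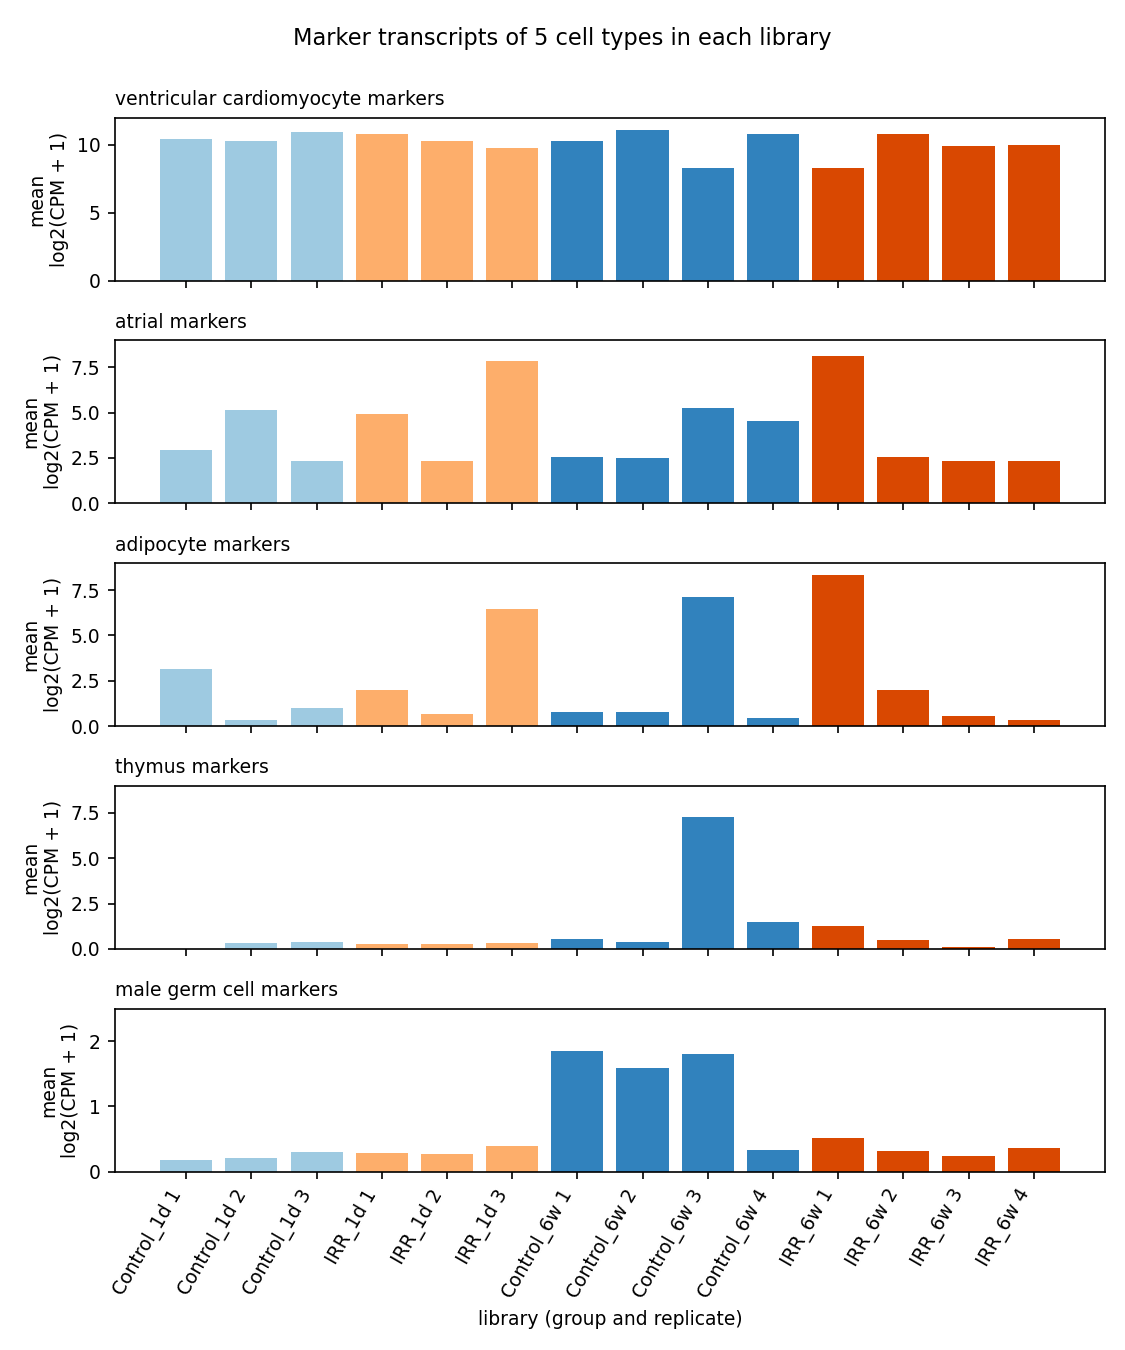
Mean log2(CPM + 1) of the markers of 5 cell types (vertical axes, 1 panel per cell type) in each of the 14 libraries (bars, coloured by group). Control_6w replicate 3 and IRR_6w replicate 1 have the lowest ventricular levels (8.30 and 8.29), and the thymus markers stand at 7.26 in Control_6w replicate 3 alone.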

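Libraries of 1 group were about as similar to each other as libraries of different groups. Over the 16034 genes tested, Pearson's correlation of log2(CPM + 1), a correlation across genes, averaged 0.913 (SD 0.0527, range 0.822 to 0.983) in the 18 pairs of libraries within a group. It averaged 0.910 (range 0.789 to 0.982) in the 73 pairs from different groups. A permutation of the group labels gave a one-sided p of 0.316 for the difference, and 7 of the 14 libraries were most similar to a library of another group. Over the 500 most variable genes the means were 0.630 within and 0.595 between groups (one-sided permutation p = 0.156).
The genes with the largest weight in the first principal component (29.2% of the variance) were genes of fat tissue, among them Ucp1, Car3, Scd1, Fasn, Pck1 and Plin1. Control_6w replicate 3 (score 124) and IRR_6w replicate 1 (score 85.2) lay farthest out on it. The second component (19.8%) was highest in IRR_6w replicate 3 (87.4) and IRR_6w replicate 4 (71.1). A control, Control_1d replicate 1, came next (51.5), while IRR_6w replicates 1 and 2 lay at -11.6 and -9.10. The libraries highest on it also had the fewest genes detected (14074, 15677 and 13468), so it cannot be ascribed to irradiation alone. The leading genes of the second component included Oas3 and Cxcl10, which respond to interferon, the chemokine receptor Ccr2, the endothelial gene Esm1 and Igkc, an immunoglobulin chain. The third component (15.2%) set Control_1d replicate 1 (101) apart.

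**Figure D2:**
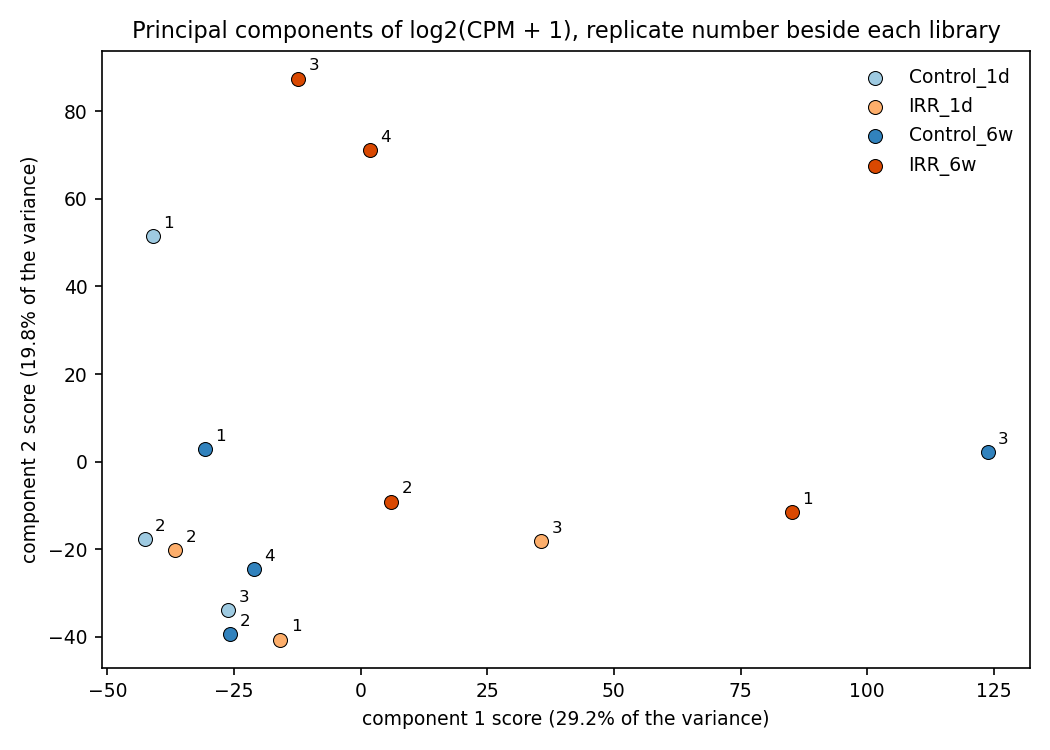
Scores of the 14 libraries on the first component (horizontal axis, 29.2% of the variance) and the second component (vertical axis, 19.8%) of log2(CPM + 1), with each point a library coloured by group and numbered by replicate. Control_6w replicate 3 and IRR_6w replicate 1 stand far to 1 side of the first axis, and the groups overlap near its centre.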

Correlation analysis of samples revealed good intra-group agreement and large inter-group differences (Fig. 2B). Subsequently, differential gene expression analysis was performed to compare (Fig. 2C and D). Control_1d *vs*. IRR_1d: 778 DEGs, 436 up regulated, 342 down regulated; Control_6w *vs*. 

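At 1 day, 4 genes rose after irradiation and none fell, out of the 16034 genes tested. Zfp365 encodes a zinc finger protein with a role in genome stability and lies on chromosome 10 of GRCm38 from 67886103 to 67912662. Its TMM-normalized level was 1.42 ± 0.467 CPM (SD, n = 3) in Control_1d and 38.4 ± 14.5 CPM (SD, n = 3) in IRR_1d, a log2 fold change of 4.73 (standard error 0.54, adjusted p = 0.00525 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). Sesn2, a stress-induced target of p53 (chromosome 4, 132492032 to 132510501), was at 4.39 ± 2.66 CPM and 39.3 ± 8.16 CPM, a log2 fold change of 3.16 (standard error 0.42, adjusted p = 0.0194 from the same test). The other two encode enzymes, Dcxr (log2 fold change 2.60 ± 0.37, standard error, adjusted p = 0.0251), which reduces dicarbonyls and sugars, and Ephx1 (2.53 ± 0.38, adjusted p = 0.0313), the microsomal epoxide hydrolase, both from the same test. In each of the 4 genes every irradiated library lay above every control library, which was so for 10.7% of all genes in 1 direction or the other, against 10% by chance.
No gene fell in edgeR's quasi-likelihood test, while 105 genes were lower by the fold cut-off at an unadjusted p under 0.05 and 250 were higher. DESeq2 called 25 genes higher and 5 lower on the same counts. The count of 4 depends on single mice. It was 0 without Control_1d replicate 2, 1 without Control_1d replicate 1, any 1 of the 3 IRR_1d replicates, or Control_6w replicate 2 or 4, 2 without Control_6w replicate 1, and 11 without Control_6w replicate 3.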

IRR_6w: 1,133 DEGs, 822 up regulated, 311 down regulated; Control_1d *vs*. 

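At 6 weeks, 41 genes rose after irradiation and 3 fell. Several of the 41 are genes that respond to interferon: Irf7, the interferon regulatory factor (chromosome 7, 141262706 to 141266481), was at 10.8 ± 2.58 CPM (SD, n = 4) in Control_6w and 156 ± 77.4 CPM (SD, n = 4) in IRR_6w, a log2 fold change of 3.85 (standard error 0.57, adjusted p = 0.0162 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). Lgals3bp, a secreted glycoprotein induced by interferon (chromosome 11, 118392751 to 118402092), went from 37.8 ± 3.93 to 225 ± 58.2 CPM. Fn1, fibronectin of the extracellular matrix, was at 90.7 ± 31.6 and 550 ± 151 CPM, and Siglec1, a macrophage receptor, at 4.68 ± 3.22 and 56.3 ± 22.7 CPM. The log2 fold changes were 2.57 for Lgals3bp, 2.60 for Fn1 and 3.59 for Siglec1. Fndc1 (2.12), Svep1 (2.18), Ctss (1.66), which encodes the lysosomal protease cathepsin S, and F830016B08Rik (4.12), an interferon-inducible GTPase, were also among the 10 protein-coding genes with the smallest p, as was Zfp365 (3.00). All of these had the adjusted p of Irf7 in the same test.
Of the 3 genes that fell, Timp4, an inhibitor of matrix metalloproteinases, went from 100.2 ± 57.5 to 14.4 ± 7.25 CPM, a log2 fold change of -2.80 (standard error 0.53, adjusted p = 0.0434 from the same test). Fam229b fell by 3.44 on the log2 scale, with 74.2, 20.0, 31.7 and 5.39 CPM in Control_6w replicates 1 to 4. Before TMM normalization it was at 1.25 to 4.54 CPM in the Control_1d, IRR_1d and IRR_6w libraries. Oaz3, an antizyme of male germ cells, was at 25.2, 36.7, 23.1 and 0.202 CPM in the Control_6w libraries and at 0.12 CPM or less in the IRR_6w libraries, and no fold is given for it. Both genes were thus high in Control_6w replicates 1 to 3, the libraries with male germ cell transcripts, so their fall cannot be told apart from those transcripts. In all 44 genes the 2 groups did not overlap, which was so for 5.72% of all genes, against 2.86% by chance. At an unadjusted p under 0.05 with the fold cut-off, 587 genes were higher and 278 lower in edgeR. DESeq2 called 328 genes on the same counts. The count of 44 was 0 without Control_6w replicate 1 or 2 or IRR_6w replicate 3 or 4, 69 without Control_1d replicate 1 and 98 without IRR_6w replicate 1. It was 21 without Control_1d replicate 2, 22 without IRR_6w replicate 2, 23 without Control_1d replicate 3 or Control_6w replicate 4, and 28 and 24 without IRR_1d replicate 1 and 2.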

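Between the control groups, no gene passed the test. The smallest adjusted p was that of Nr1d2, a repressor of the circadian clock (chromosome 14, 18204054 to 18239127), at 148 ± 25.2 CPM (SD, n = 3) in Control_1d and 48.2 ± 9.42 CPM (SD, n = 4) in Control_6w. Its log2 fold change was -1.62 (standard error 0.24, adjusted p = 0.123 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). Dnaja1, a co-chaperone of Hsp70, was at 116 ± 11.8 and 329.7 ± 65.6 CPM, a log2 fold change of 1.51 (standard error 0.24, adjusted p = 0.139 from the same test). Beside the count of 0 in edgeR, 437 genes were higher and 162 lower in Control_6w at an unadjusted p under 0.05 and the fold cut-off. DESeq2 called 26 genes and limma with quality weights 58 on the same counts, and edgeR called 0 without any 1 of the libraries. The thymus transcripts of Control_6w replicate 3 and the male germ cell transcripts of Control_6w replicates 1 to 3 lie on the Control_6w side of this comparison.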

Control_6w: 740 DEGs, 449 up regulated, 291 down regulated; IRR_1d *vs*. 

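Between the irradiated groups, 5 genes were higher at 6 weeks than at 1 day and 2 were lower. The 4 with the smallest p belong to MHC class II, the complex by which antigen-presenting cells show peptides to helper T cells. H2-Eb1 (chromosome 17, 34305877 to 34316199) was at 19.7 ± 4.04 CPM (SD, n = 3) in IRR_1d and 197 ± 45.1 CPM (SD, n = 4) in IRR_6w, a log2 fold change of 3.32 (standard error 0.31, adjusted p = 0.000275 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). H2-Aa rose by 3.11 and H2-Ab1 by 3.03 on the log2 scale (adjusted p = 0.000275 and 0.00129 from the same test). Cd74, the invariant chain, went from 72.0 ± 15.3 to 437 ± 124 CPM (2.60 ± 0.32, standard error, adjusted p = 0.00318 from the same test). The controls of the same days held H2-Eb1 at 53.2 ± 13.1 and 77.1 ± 12.8 CPM. Dnaja1 (1.53, adjusted p = 0.0404) was the other gene that rose, and Nr1d2 (-1.55, adjusted p = 0.0387) and Dcxr (-2.01, adjusted p = 0.0490) fell, in the same test. Every IRR_6w library lay on 1 side of every IRR_1d library in all 7 genes, and in 9.31% of all genes, against 5.71% by chance. With an unadjusted p under 0.05 and the fold cut-off, 482 genes were higher and 125 lower in edgeR, and DESeq2 called 140. The count of 7 was 3 without IRR_1d replicate 1 or 2, 4 without Control_1d replicate 2, Control_6w replicate 4 or IRR_6w replicate 2 or 3, 27 without IRR_6w replicate 1 and 37 without Control_6w replicate 3.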

IRR_6w: 1,090 DEGs, 883 up regulated, 207 down regulated (Supplementary Table S1). The DEGs were then subjected to GO enrichment analysis, as shown in Fig. 2E and Supplementary Table S2. The gene activities between Control_1d and IRR_1d were significantly associated with immune system activities (GO 0002376), cellular adhesion (GO 0007155), and fatty acid metabolism (GO 0006631). 

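Among immune genes at 1 day, 9 of 38 interferon-stimulated genes were higher when adjusted over the list alone, with a list median of 1.05 on the log2 scale. Ifit1, an antiviral RNA-binding protein, had a log2 fold change of 2.84 (standard error 0.71) and Rtp4 of 1.44 (standard error 0.34), with adjusted p = 0.759 and 0.60 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. The mean level of this list was 5.95 in IRR_1d replicate 3 and 4.18 to 4.39 in the other two irradiated libraries, against 3.49 to 4.21 in Control_1d. Without the 3 libraries that hold adipocyte transcripts, a setting chosen after seeing the data, 5 of the genes were higher and 2 lower when adjusted over the list alone. Of 11 MHC class II genes, 4 were lower when adjusted over the list alone (median -1.23), among them H2-Eb1 (-1.43 ± 0.30, standard error) and H2-Aa (-1.36 ± 0.29). No member of either list passed the test over all genes in edgeR. At an unadjusted p under 0.05, 13 interferon-stimulated genes were higher and 2 lower, and 5 MHC class II genes were lower, while DESeq2 called 2 higher and 2 lower in the respective lists and limma with quality weights 1 higher and 3 lower.
Of 25 cell adhesion genes, Siglec1 was higher when adjusted over the list alone (2.24 ± 0.56, standard error), and none passed over all genes in edgeR, with 5 higher and 1 lower at an unadjusted p under 0.05 and 1 higher in DESeq2 and in limma with quality weights. Of 29 genes of fatty acid oxidation, Pdk4, which turns cells from glucose to fatty acid use, was lower when adjusted over the list alone. It was at 922 to 2104 CPM in Control_1d and at 291 to 445 CPM in IRR_1d (-2.24 ± 0.43, standard error, adjusted p = 0.243 from the same test). It was also the gene of this list at an unadjusted p under 0.05, and the 1 gene called in DESeq2 and in limma with quality weights. The set tests gave adjusted p = 0.403 with an estimated correlation for interferon-stimulated genes and for cell adhesion, 0.0750 for MHC class II and 0.507 for fatty acid oxidation.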

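Of 29 genes of fatty acid oxidation, Ucp3 and Pdk4 were lower in Control_6w than in Control_1d when adjusted over the list alone. Ucp3, the uncoupling protein of muscle mitochondria, was at 92.8 to 101 CPM in Control_1d and at 10.3 to 23.2 CPM in Control_6w, a log2 fold change of -2.49 (standard error 0.45, adjusted p = 0.216 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). The value for Pdk4 was -1.79 (standard error 0.38, adjusted p = 0.434 from the same test). Of 18 circadian clock genes, 5 were higher and 4 lower when adjusted over the list alone, among them Cry1 (1.75 ± 0.32, standard error), Nfil3 (1.80), Per3 (-1.34) and Dbp (-2.81). Of 20 heat shock genes and 18 genes of the unfolded protein response, 6 each were higher when adjusted over the list alone, among them Syvn1 (1.32) and Hyou1 (1.11). Markers of male germ cells had 14 of 16 genes higher when adjusted over the list alone (median 7.39) and T cell markers 12 of 18, from transcripts found in Control_6w replicates 1 to 3 and in Control_6w replicate 3.
None of these genes passed edgeR's test over all genes. At an unadjusted p under 0.05, the counts were 3 lower for fatty acid oxidation, 5 higher and 4 lower for the clock, 9 higher for heat shock, 10 higher for the unfolded protein response and 14 higher for germ cells and for T cells. DESeq2 called 2 lower, 2 higher and 1 lower, 2 higher, 0, 3 higher and 0 in the same order, and limma with quality weights 3 lower, 3 higher and 3 lower, 4 higher, 3 higher, 0 and 0. The set tests gave adjusted p = 0.471 with an estimated correlation for fatty acid oxidation, 0.893 for the clock, 0.148 for heat shock, for the unfolded protein response and for germ cells, and 0.64 for T cells.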

The gene activities between Control_1d and Control_6w were significantly associated with cell differentiation (GO 0030154), development of multicellular organisms (GO 0007275), and lipid metabolism (GO 0006629). 

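From 1 day to 6 weeks after irradiation, all 11 MHC class II genes measured were higher when adjusted over the list alone (median 3.11), and 4 of them passed over all genes. The set differed from the other genes at adjusted p = 0.000838 with an estimated correlation. Against controls of the same time, 5 of the 11 were lower at 1 day and 5 higher at 6 weeks, at an unadjusted p under 0.05 in edgeR. Part of the rise can therefore lie in the lower level at 1 day, and age and day of collection also differ between these groups. B cells also carry MHC class II, and of 17 B cell markers 2 were higher when adjusted over the list alone (median 3.64, adjusted p = 0.146 with an estimated correlation), with none past the test over all genes in edgeR, 8 at an unadjusted p under 0.05, 2 in DESeq2 and 3 in limma with quality weights. Of 20 macrophage and monocyte markers, 7 were higher when adjusted over the list alone (median 1.03, adjusted p = 0.0149 with an estimated correlation). Mpeg1, a pore-forming protein of macrophages, had a log2 fold change of 2.28 (standard error 0.41) and Ccr2, the receptor of recruited monocytes, of 3.44 (standard error 0.64), with adjusted p = 0.0661 and 0.0672 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. Of 20 genes of toll-like receptor signaling, 7 were higher when adjusted over the list alone (median 1.08), among them Tlr7 (1.84) and Irf8 (1.93), with adjusted p = 0.0213 with an estimated correlation. Of 22 chemokines and cytokines, 1 was higher when adjusted over the list alone, Ccl8 (2.72), and the set gave adjusted p = 0.0102 with an estimated correlation.
Among 20 angiogenesis genes, 5 were higher and 1 lower when adjusted over the list alone. Apln, a peptide made by growing vessels, was at 7.80 to 14.1 CPM in IRR_1d and at 57.3, 303, 444 and 414 CPM in the IRR_6w libraries (4.74 ± 0.79, standard error, adjusted p = 0.0523 from the same test). Esm1, a marker of endothelial tip cells, was at 1.22 to 2.57 CPM and at 5.18, 14.5, 259 and 70.7 CPM (5.54 ± 1.15, standard error, adjusted p = 0.152 from the same test). The set gave adjusted p = 0.154 with an estimated correlation. None of 14 ERK-responsive genes, among them the feedback regulators Dusp6 (0.81) and Spry4 (0.88), passed edgeR's test over all genes or when adjusted over the list alone, and none passed at an unadjusted p under 0.05, in DESeq2 or in limma with quality weights (adjusted p = 0.487 with an estimated correlation for the set). Over all genes, edgeR called no macrophage, toll-like receptor, chemokine or angiogenesis gene in this comparison, while 9, 9, 8 and 7 were higher at an unadjusted p under 0.05, DESeq2 called 3, 2, 1 and 4, and limma with quality weights 4, 4, 4 and 3. Without IRR_6w replicate 1, edgeR called 2 macrophage markers and 2 angiogenesis genes, 1 of each without Control_1d replicate 1, 2 and 1 without Control_6w replicate 3, and 2 macrophage markers without IRR_1d replicate 3.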

The gene activities in IRR_1d compared to IRR_6w were significantly involved in immune responses (GO 0002376), blood vessel formation (GO 0001525), and the enhancement of the ERK1/ERK2 signaling pathway (GO 0070374). Likewise, the gene roles in Control_6w compared to IRR_6w were predominantly associated with immune responses (GO 0002376), cellular adhesion (GO 0007155), and the formation of new blood vessels (GO 0001525). 

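Interferon-stimulated, complement, macrophage and cell adhesion genes were higher as sets 6 weeks after irradiation. Of 38 interferon-stimulated genes, 36 were higher and none lower when adjusted over the list alone, with a median log2 fold change of 1.90, and 7 passed over all genes, among them Irf7, Oas1a (3.03), Rsad2 (2.25) and Ifit3. The set gave adjusted p = 0.00891 with an estimated correlation. Of 18 complement genes, 8 were higher when adjusted over the list alone (median 1.21), and C4b, a complement component in the plasma, went from 23.8 ± 9.51 CPM (SD, n = 4) to 297 ± 178 CPM (SD, n = 4). Of 20 macrophage and monocyte markers, 15 were higher and Cd163 was lower when adjusted over the list alone (median 1.33), and 2, Ccr2 (3.49) and Mpeg1 (1.85), passed over all genes. Of 25 cell adhesion genes, 7 were higher when adjusted over the list alone (median 0.84), and 3 passed over all genes, Siglec1, Fn1 and the leukocyte adhesion molecule Icam1 (1.57). The adjusted p with an estimated correlation was 0.00891 for complement and for cell adhesion and 0.00360 for the macrophage markers. Endothelial (median 0.17), fibroblast (0.03) and smooth muscle markers (-0.05) gave adjusted p = 0.871, 0.871 and 0.966 with an estimated correlation.
Of 20 angiogenesis genes, 7 were higher and 2, the receptors Flt1 and Tek, lower when adjusted over the list alone. Apln went from 18.5 ± 9.42 to 305 ± 176 CPM, a log2 fold change of 4.04 (standard error 0.67, adjusted p = 0.0224 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment), and Angpt2, a ligand that loosens vessel walls, from 6.46 ± 2.00 to 25.0 ± 7.29 CPM (1.95 ± 0.34, standard error, adjusted p = 0.0345 from the same test). The set gave adjusted p = 0.144 with an estimated correlation. No gene of these lists passed over all genes without Control_6w replicate 1 or 2 or IRR_6w replicate 3 or 4. The count of 7 interferon-stimulated genes was 1 without Control_6w replicate 4, 3 without Control_1d replicate 2 or 3 or IRR_6w replicate 2, 11 without IRR_1d replicate 3 and 16 without IRR_6w replicate 1. That of 2 macrophage markers was 0 without Control_6w replicate 4, 1 without Control_1d replicate 2 or 3, IRR_1d replicate 2 or IRR_6w replicate 2, and 6 without IRR_6w replicate 1, where 2 complement genes also passed. That of 2 angiogenesis genes was 0 without Control_6w replicate 4 and 1 without Control_1d replicate 2 or 3 or IRR_1d replicate 1 or 2. Without the 3 libraries that hold adipocyte transcripts, a setting chosen after seeing the data, 27 interferon-stimulated genes passed over all genes. IRR_6w replicates 3 and 4 had the fewest genes detected of their group, and the share of mitochondrial counts was lower in each IRR_6w library than in any of Control_6w. With the number of genes detected as a covariate, also chosen after seeing the data, the median of the interferon-stimulated genes was 1.86 (adjusted p = 0.0165 with an estimated correlation), while the mitochondrial share was not tested as a cause.

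**Figure D3:**
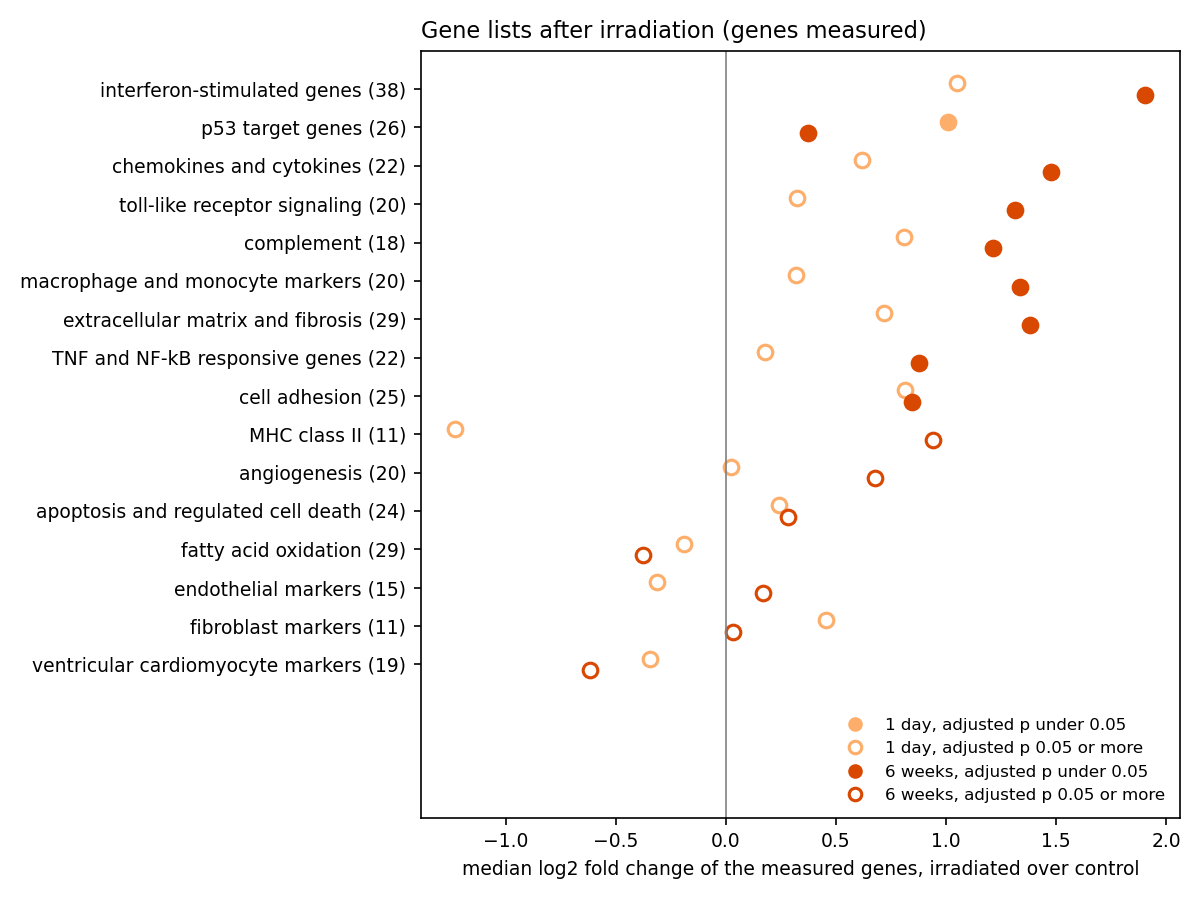
Median log2 fold change of irradiated over control mice (horizontal axis) for 16 gene lists (vertical axis, number of genes measured in parentheses) at 1 day and at 6 weeks, with filled points for an adjusted p under 0.05 with an estimated correlation. At 6 weeks the interferon-stimulated genes have the highest median (1.90), and at 1 day the filled point is that of the p53 targets.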

The KEGG pathway analysis indicated that the comparison between Control_1d and IRR_1d showed significant enrichment in hematopoietic cell lineage (mmu04640), p53 signaling pathway (mmu04115), and cell adhesion molecules (mmu04514). 

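Targets of p53, the transcription factor activated by DNA damage, were higher together 1 day after irradiation. Of 26 targets measured, 13 were higher and none lower when adjusted over the list alone, with a median log2 fold change of 1.01, and Sesn2 passed over all genes. The set gave adjusted p = 0.000856 with an estimated correlation. Cdkn1a, the cell cycle inhibitor p21, had a log2 fold change of 2.44 (standard error 0.44) and Bax, which starts apoptosis at the mitochondrion, of 2.15 (standard error 0.42), with adjusted p = 0.171 and 0.285 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. Gdf15 (4.16), Eda2r (2.93) and Phlda3 (2.72) had larger fold changes than these 2, and Zmat3 (1.73) a smaller one. Of 17 B cell markers, 2 were lower when adjusted over the list alone: Ighd, the heavy chain of IgD, at 12.4, 1.41 and 2.39 CPM in Control_1d and 0.193 to 0.601 CPM in IRR_1d, and Ms4a1, which encodes CD20, at 16.1, 0.906 and 1.77 CPM and 0 to 0.601 CPM. The medians were -2.74 for B cell markers and -2.01 for 11 erythroid markers (adjusted p = 0.403 with an estimated correlation for each). None of these B cell and erythroid markers passed edgeR's test over all genes, while 3 of each were lower at an unadjusted p under 0.05, DESeq2 called 1 and 0, and limma with quality weights 0 and 1. The count of p53 targets over all genes was 0 without Control_1d replicate 1 or 2, any 1 of the 3 IRR_1d replicates, or Control_6w replicate 2 or 4, 2 without Control_1d replicate 3 and 4, Cdkn1a among them (adjusted p = 0.0225 from the same test), without Control_6w replicate 3.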

The Control_6w compared to IRR_6w showed enrichment in cytokine-cytokine receptor interaction (mmu04060), p53 signaling pathway (mmu04115), and TNF signaling pathway (mmu04668) (Supplementary Table S3).

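Chemokines and cytokines were higher as a set 6 weeks after irradiation. Of 22 chemokines and cytokines, 9 were higher and none lower when adjusted over the list alone, with a median log2 fold change of 1.48 (adjusted p = 0.00360 with an estimated correlation). Ccl8, which attracts monocytes, passed over all genes and went from 1.91 ± 0.831 CPM (SD, n = 4) to 27.8 ± 10.3 CPM (SD, n = 4), a log2 fold change of 3.85 (standard error 0.69, adjusted p = 0.0376 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). Ccl7 had a log2 fold change of 3.03 (standard error 0.66, adjusted p = 0.0760 from the same test). Of 26 p53 targets, 8 were higher and 1, the death receptor Fas (-1.13), lower when adjusted over the list alone (median 0.37, adjusted p = 0.00891 with an estimated correlation). Eda2r, a receptor of the TNF receptor family, went from 7.08 ± 2.48 to 79.0 ± 46.9 CPM and Zmat3 rose by 2.1 on the log2 scale, and these 2 passed over all genes. Of 22 TNF-responsive genes, 5 were higher when adjusted over the list alone (median 0.88, adjusted p = 0.0142 with an estimated correlation). Icam1 passed over all genes, and Sele, the adhesion molecule E-selectin, had a log2 fold change of 3.40 (standard error 0.76, adjusted p = 0.0820 from the same test).
Over all genes, edgeR called no gene of these 3 lists without Control_6w replicate 1, 2 or 4 or IRR_6w replicate 3 or 4. The call of Ccl8 also ended without Control_1d replicate 2 or IRR_6w replicate 2, and 2 chemokines passed without IRR_6w replicate 1. The call of Icam1 also ended without Control_1d replicate 2 or 3, IRR_1d replicate 1 or 2 or Control_6w replicate 3, and 5 p53 targets passed without Control_1d replicate 1 or IRR_6w replicate 1.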

The 2,774 DEGs identified in the four groups were combined and subjected to k-means clustering analysis, resulting in 15 categories. 

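Averaged over both times, 43 genes rose in the irradiated groups and 1 fell. An average can pass through the change at 1 time alone, so it does not show a rise at both. F830016B08Rik had a log2 fold change of 4.12 at 6 weeks and 2.34 averaged, and Irf7 3.85 and 2.71. For these 2 and some others of the 44, Fn1 among them, irradiated and control libraries overlapped. The gene with the smallest p was Zfp365, with a log2 fold change of 3.87 (standard error 0.35, adjusted p = 0.000234 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). Among the others, p53 targets were frequent. Of 26 p53 targets, 6 passed over all genes and 14 when adjusted over the list alone (adjusted p = 0.00117 with an estimated correlation), among them Sesn2 (2.42), Eda2r (3.20), Gdf15 (3.94), which encodes a stress-induced cytokine, and Bax (1.74). Of 38 interferon-stimulated genes, 8 passed over all genes and 36 when adjusted over the list alone (median 1.26, adjusted p = 0.0149 with an estimated correlation), among them Irf7 (2.71) and Oasl2 (1.89). Of 29 genes of the extracellular matrix, 3 passed over all genes and 18 when adjusted over the list alone (adjusted p = 0.0314 with an estimated correlation), among them Mmp2 (1.65) and Col14a1 (1.62). Timp4 was the gene that fell (-2.50 ± 0.40, standard error).
The count of 44 was 9 without Control_1d replicate 2, 19 without Control_1d replicate 3, 21 without Control_6w replicate 2, 23 without Control_6w replicate 1, 25 without Control_1d replicate 1 or IRR_1d replicate 3 and 27 without IRR_6w replicate 4. Of the 3 matrix genes, 0 passed without Control_1d replicate 2 and 1 without Control_1d replicate 1, and of the 8 interferon-stimulated genes, 0 passed without Control_1d replicate 2, 1 without Control_1d replicate 1 or 3, 2 without Control_6w replicate 2, 3 without Control_6w replicate 1, 4 without Control_6w replicate 4 and 5 without IRR_6w replicate 2 or 4.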

Genes in cluster 9 and cluster 15 exhibited high expression levels in the irradiated group (Fig. 3A), indicating a strong association with radiation. Conversely, genes in cluster 5 and cluster 8 showed high expression levels 6 weeks after irradiation, suggesting a correlation with long-term radiation exposure. 

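The change with irradiation at 6 weeks was set against that at 1 day by the interaction of irradiation and time. The median of the MHC class II genes was below 0 at 1 day and above 0 at 6 weeks in irradiated against control hearts. For H2-Eb1 the interaction was 2.79 on the log2 scale (standard error 0.39, adjusted p = 0.0625 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment) and for H2-Aa 2.5 (standard error 0.38, adjusted p = 0.0770 from the same test). Of 11 MHC class II genes, 7 had a higher effect of irradiation at 6 weeks than at 1 day when adjusted over the list alone (median 2.13, adjusted p = 0.0207 with an estimated correlation). Of 20 macrophage and monocyte markers, 5 were (median 0.91, adjusted p = 0.0273 with an estimated correlation). Of 11 erythroid markers, 5 were (median 4.46, adjusted p = 0.144 with an estimated correlation). Apln had an interaction of 4.79 (standard error 0.96, adjusted p = 0.319) and Ccr2 of 4.48 (standard error 0.83, adjusted p = 0.317), both from the same test. No gene passed over all genes in edgeR, where 457 had an unadjusted p under 0.05 with the fold cut-off. DESeq2 called 37 genes and limma with quality weights 18. Without Control_6w replicate 3, edgeR called 5 genes, 2 of them of MHC class II, and without IRR_6w replicate 1 it called 1 gene, of MHC class II.
Of the genes that rose at 1 day and those that rose at 6 weeks, 1 was shared, Zfp365, against 0.0102 expected (Fisher's exact test, p = 0.0102). At an unadjusted p under 0.05 with the fold cut-off, 79 genes were higher at both times, against 9.15 expected (Fisher's exact test, p = 1.99e-52), and 5 were lower at both times, against 1.82 expected (Fisher's exact test, p = 0.0360). Across genes, which are not independent replicates, the log2 fold changes at the 2 times had a correlation of 0.177. Fisher's exact test likewise counts genes as independent units, and both comparisons use the same estimate of the spread of each gene. Its p-values here therefore do not measure variation between mice.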

Fig. 3B shows that cluster 15 is associated with immune system processes and toll-like receptor signaling pathways, including immune-related genes such as *Ccl12* and *Ifi204*. 

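Ifi204, a DNA sensor induced by interferon, was called higher in irradiated hearts at 6 weeks. Ccl12, a chemokine for monocytes, was higher in every IRR_6w library than in any Control_6w library but did not pass the test. Ifi204 lies on chromosome 1 of GRCm38 from 173747293 to 173766943 and went from 3.16 ± 0.217 FPKM (SD, n = 4) in Control_6w to 18.9 ± 5.87 FPKM (SD, n = 4) in IRR_6w. It rose by 2.33 on the log2 scale (standard error 0.36, adjusted p = 0.0162 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment) and shares 20.0% of its 50-base stretches with other genes. Ccl12 (chromosome 11, 82101845 to 82103400) was at 2.70 to 6.31 FPKM in Control_6w and at 8.94 to 55.2 FPKM in IRR_6w, a log2 fold change of 2.80 (standard error 0.74, adjusted p = 0.145 from the same test). At 1 day, the log2 fold changes were 2.04 for Ccl12 and 1.22 for Ifi204 (adjusted p = 1 for both from the same test). Of 20 genes of toll-like receptor signaling, 10 were higher at 6 weeks when adjusted over the list alone (median 1.31, adjusted p = 0.00627 with an estimated correlation). Tlr2 (1.89 ± 0.42, standard error, adjusted p = 0.0807) and Tlr8 (2.17 ± 0.54, adjusted p = 0.116 from the same test) had the smallest p. None passed over all genes in edgeR, while 10 had an unadjusted p under 0.05, DESeq2 called 8 and limma with quality weights 7, and edgeR called 1 without IRR_6w replicate 1. The call of Ifi204 ended without Control_6w replicate 1 or 2 or IRR_6w replicate 3 or 4 (adjusted p = 0.0684 to 0.0991 from the same test).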

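Igsf6, a membrane protein of dendritic and myeloid cells (chromosome 7, 121064067 to 121074572), was at 1.47 ± 0.273 FPKM (SD, n = 4) in Control_6w and 3.97 ± 0.367 FPKM (SD, n = 4) in IRR_6w. Smpd3, a neutral sphingomyelinase that makes ceramide (chromosome 8, 106252548 to 106337988), was at 0.989 ± 0.415 and 5.23 ± 1.02 FPKM. All 4 irradiated libraries lay above all 4 controls for both genes at 6 weeks. The log2 fold changes were 1.19 for Igsf6 (standard error 0.89, adjusted p = 0.763 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment) and 2.13 for Smpd3 (standard error 0.53, adjusted p = 0.12 from the same test). At 1 day they were 0.04 and 1.09, and Igsf6 ranged from 0 to 3.53 FPKM within Control_1d.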

Meanwhile, cluster 9 (including *Igsf6* and *Smpd3*) is associated with immune response and chemokine-mediated signaling pathways. 

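Kif4, a kinesin that moves chromosomes in dividing cells (chromosome X, 100625737 to 100727214), and Arhgap45, a GTPase regulator of blood cells (chromosome 10, 80016653 to 80031472), had their highest level in Control_6w replicate 3. Kif4 was at 6.75 FPKM in that library and at 0 to 0.765 FPKM in the other 13. Arhgap45 was at 126 FPKM in that library and at 1.91 to 11.0 FPKM in the others. The same library held the thymus transcripts, with Rag1 at the level given for it above. Between Control_1d and Control_6w, the log2 fold changes were 3.15 for Kif4 (standard error 1.76) and 3.46 for Arhgap45 (standard error 1.22), with adjusted p = 0.905 for both from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. In IRR_6w against Control_6w they were -1.81 (standard error 1.48, adjusted p = 0.781) and -2.13 (standard error 1.02, adjusted p = 0.587), from the same test. Without Control_6w replicate 3 both changed direction, to 1.04 for Kif4 and 1.25 for Arhgap45. In IRR_6w, Arhgap45 was at 7.89 ± 2.45 FPKM (SD, n = 4), and in the other 3 Control_6w libraries at 1.94 to 3.31 FPKM.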

Cluster 8 includes genes related to immunity, like *Kif4* and *Arhgap45*, linked to the T cell receptor signaling pathway and the production of interleukin-4. 

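Aif1, which encodes the macrophage protein Iba1 (chromosome 17, 35170991 to 35176068), was at 1.97 to 5.02 FPKM in Control_6w and at 2.43, 7.72, 11.3 and 6.75 FPKM in the 4 IRR_6w libraries. Its log2 fold change at 6 weeks was 0.90 (standard error 0.48, adjusted p = 0.633 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment), and between IRR_1d and IRR_6w 1.31 (standard error 0.54, adjusted p = 0.798 from the same test). Trpm2, a calcium channel opened by oxidative stress (chromosome 10, 77907722 to 77970563), was at 0.124 ± 0.145 FPKM (SD, n = 4) in Control_6w and 0.555 ± 0.491 FPKM (SD, n = 4) in IRR_6w, with 1.27 FPKM in IRR_6w replicate 3. Its log2 fold change at 6 weeks was 2.00 (standard error 1.19, adjusted p = 0.690 from the same test). At 1 day the log2 fold change of Aif1 was -0.13 and that of Trpm2 1.33.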

Meanwhile, cluster 5 is associated with cytokine-mediated signaling pathways, including some apoptosis-related genes such as *Aif1* and *Trpm2*. These findings suggest that inflammation and apoptosis play a role in acute and chronic radiation myocardial injury.

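Of 24 genes of apoptosis and regulated cell death, Bax was higher at 1 day when adjusted over the list alone. At 6 weeks 2 were higher and 1 lower when adjusted over the list alone, with Tnfrsf10b, a death receptor, at a log2 fold change of 2.09 (standard error 0.42, adjusted p = 0.0521) and Bax at 1.33 (standard error 0.36), from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. The medians were 0.24 at 1 day and 0.28 at 6 weeks, with adjusted p = 0.537 and 0.132 with an estimated correlation. No gene of this list passed over all genes in edgeR. At an unadjusted p under 0.05, 2 were higher at 1 day, and 3 were higher and 1 lower at 6 weeks, while DESeq2 called 1 and 2 higher, and limma with quality weights 1 higher at 1 day and 5 higher and 1 lower at 6 weeks. EdgeR called 1 gene at 1 day without Control_1d replicate 3, and 1 at 6 weeks without Control_1d replicate 1 or IRR_6w replicate 1. At 1 day, 22 chemokines and cytokines (median 0.62) gave adjusted p = 0.429 with an estimated correlation, and 22 TNF-responsive genes (median 0.18) 0.537.
From the irradiation-responsive clusters and their gene annotations, the paper proposes that inflammation and apoptosis take part in acute and in chronic radiation injury of the heart.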

### Construction of WGCNA network

Using the WGCNA R package, a gene co-expression network analysis was conducted on the 2,774 DEGs. Gene expression values from all samples were analyzed through sample clustering and phenotypic heat map techniques. Fig. 4A indicates the absence of notable outliers, allowing the inclusion of all samples in the following data analysis. 

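Average linkage clustering of the 14 libraries on log2(CPM + 1) of the genes tested joined Control_6w replicates 2 and 4 first, at a Euclidean distance of 52.5. Control_6w replicate 3, the library with thymus transcripts, joined last, at 175, and Control_1d replicate 1 before it, at 154. IRR_6w replicates 3 and 4 joined each other at 122. IRR_1d replicate 3 and IRR_6w replicate 1, which share adipocyte and atrial transcripts, joined each other at 87.0. No group formed a cluster of its own. The number of genes with a count was 13468 in Control_1d replicate 1, 14074 and 15677 in IRR_6w replicates 3 and 4 and 23649 in Control_6w replicate 3, the lowest being that of Control_1d replicate 1 and the highest that of Control_6w replicate 3.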

Based on the scale-free network fit index and average connectivity, the dataset's soft threshold was determined and chosen to be β = 8 (Fig. 4B). Next, the proximity and TOM matrices among genes were computed, followed by the creation of a hierarchical clustering dendrogram of the genes using the TOM matrix (Fig. 4C) 17. Later, the genes were categorized into ten groups through the dynamic shearing tree technique. The figure displays 10 gene modules represented by colored rectangles with the gene occupancy ratio on the vertical axis. Genes are grouped into color-coded modules, with each leaf on the tree representing a gene (Fig. 4C and D). The following are the module names along with their respective gene counts: purple (73), magenta (83), pink (122), black (129), red (191), green (224), yellow (310), brown (414), blue (546), and turquoise (653). Supplementary Table S1 contains the genes from each module.

### Correlation between modules with irradiation time and dose

The heatmap in Fig. 4E displays the correlations between gene modules and irradiation dose and time. In order to generate the map, the association between each gene module and irradiation characteristics was computed, followed by hierarchical clustering and heatmap analyses for every module 17. In this study, we focused on the black module, which exhibited the highest positive correlation (r = 0.8, *P* = 5e-4) with the irradiation trait, and the magenta module, which exhibited the highest positive correlation with the time phenotype (r = 0.54, *P* = 0.04) (Fig. 4F).

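The gene membership of the modules was not analysed here, so each module was represented by its named central genes and by the DEGs most correlated with them. The first component of the 3 central genes of the black module, Cdkn1a, Pcdhb9 and Fat1, had r = 0.925 with the dose (exact permutation p = 0.00143, the smallest of 1400 arrangements, adjusted p = 0.00381 over 24 tests). With the time it had r = 0.195 (exact permutation p = 0.0743). The 129 DEGs nearest to these genes gave r = 0.863 with the dose. For the 5 key genes of the magenta module, Mthfd2, Dnajb1, Hsp90aa1, Egr2 and Gm12346, r was 0.838 with the time (exact permutation p = 0.000816, the smallest of 1225 arrangements) and 0.0675 with the dose (exact permutation p = 0.683). The 83 DEGs nearest to them gave r = 0.775 with the time and 0.167 with the dose. The central genes and the DEGs were chosen by the study on these libraries, so that their direction is not independent evidence. The component of the black genes was highest in IRR_6w replicate 3 and that of the magenta genes in Control_6w replicate 3.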

### Network visualization and functional enrichment study

The black and magenta modules were selected as key modules for intramodular analysis, respectively. The correlation coefficient between GS and MM was r = 0.42, *P* < 0.0001 for the black module (Fig. 5A) and r = 0.22, *P* < 0.05 (Fig. 5B) for the magenta module. Fig. 5C and D illustrated the heatmap depicting eigengene expression across the two modules.

The size of the node indicates gene importance, while the thickness of the edge signifies the strength of the link between nodes 17. We conducted GO enrichment analysis on the genes within each of the two modules individually, and the genes corresponding to each module are displayed in Fig. 5E and 5F. 

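The DEGs most correlated with Cdkn1a, Pcdhb9 and Fat1, the central genes of the black module, held many interferon-stimulated, matrix and p53 target genes. Of 126 such DEGs, 13 are among the 36 interferon-stimulated genes in the union of DEGs, against 1.64 expected (Fisher's exact test, p = 1.82e-09, adjusted p = 4.73e-08 over the lists), among them Ddx58, Dhx58 and Eif2ak2, which sense viral RNA, Irf7 and Stat2. Genes of the extracellular matrix made up 8 of 19, against 0.864 expected (adjusted p = 9.45e-06 from the same exact test), among them the collagens Col1a1, Col1a2 and Col5a2 and fibronectin Fn1. Targets of p53 made up 6 of 16, against 0.728 expected (adjusted p = 0.000374 from the same exact test), with Bax, Eda2r, Gdf15, Pmaip1, Sesn2 and Zmat3. Genes of toll-like receptor signaling, whose receptors recognize bacterial and viral products, made up 3 of 13, against 0.591 expected, and these were Tlr8, Tlr9 and Tlr13 (adjusted p = 0.122 from the same exact test). The adjusted values are from Fisher's exact test with the Benjamini-Hochberg adjustment. The DEGs stand in for the module and were chosen by correlation on these libraries after the data were seen, so that the counts are not independent evidence.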

As illustrated in Fig. 5E, the gene roles of the black module were associated with the immune system process (GO 0002376) and the cellular reaction to lipopolysaccharide (GO 0071222). Additionally, the gene roles within the magenta module were mainly concentrated in the plasma membrane (GO 0005886) and the control of ion transport (GO 0006811) (Fig. 5F).

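The DEGs most correlated with the 5 key genes of the magenta module held genes of antigen presentation and of protein folding. Of 78 such DEGs, 6 are among the 11 MHC class II genes in the union, against 0.310 expected (Fisher's exact test, p = 1.70e-07, adjusted p = 3.92e-06 over the lists). These are Ciita, the activator of MHC class II transcription, and H2-Aa, H2-Ab1, H2-DMb1, H2-DMb2 and H2-Ob, most of which encode membrane proteins. Heat shock genes made up 5 of 7, against 0.197 expected (Fisher's exact test, p = 3.14e-07), with Chordc1, Dnaja1, Hspa1a, Hspa1b and Hsph1. Cell adhesion genes made up 2 of 20 (adjusted p = 0.895 from Fisher's exact test). The list of key genes holds heat shock genes itself, and the DEGs were chosen by correlation with them on these libraries after the data were seen. No list of ion transport genes was fixed.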

A graph depicting the interaction between the black and magenta modules within the co-expression network genes were created based on the gene weights. 

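Cdkn1a, Pcdhb9 and Fat1 were higher in every irradiated library than in every control library. Cdkn1a, which encodes the cell cycle inhibitor p21 (chromosome 17 of GRCm38, 29090976 to 29100727), was at 25.6 FPKM or less in the 7 control libraries and at 41.6 FPKM or more in the 7 irradiated libraries. At 6 weeks its log2 fold change was 1.77 (standard error 0.37, adjusted p = 0.0651 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment), and averaged over both times it rose by 2.11 (standard error 0.29, adjusted p = 0.00732 from the same test). Fat1, a giant protocadherin (chromosome 8, 44935447 to 45052257), was at 1.97 ± 0.705 FPKM (SD, n = 4) in Control_6w and 7.39 ± 1.52 FPKM (SD, n = 4) in IRR_6w. It rose by 1.66 at 6 weeks (standard error 0.30, adjusted p = 0.0392 from the same test), and at 1 day its log2 fold change was 1.42 (standard error 0.35, adjusted p = 0.668 from the same test). Pcdhb9, a clustered protocadherin (chromosome 18, 37400855 to 37403909), was at 0.161 FPKM or less in controls and at 0.242 to 0.884 FPKM in irradiated hearts, close to the limit of detection, with log2 fold changes of 3.54 (standard error 1.38) and 2.59 (standard error 1.12) at the 2 times. The adjusted p of Cdkn1a at 6 weeks was 0.0364 without IRR_6w replicate 1, and that of Fat1 0.0517 to 0.160 without Control_1d replicate 2 or 3, IRR_1d replicate 1 or 2, Control_6w replicate 1, 2 or 3, or IRR_6w replicate 2, 3 or 4, from the same test. The exact permutation p for the dose on log2(FPKM + 1) was 0.00143 for each of the 3 genes, with differences of 2.21, 0.54 and 1.34 for Cdkn1a, Pcdhb9 and Fat1. The study chose these genes on the same libraries, so that this test is not independent evidence.

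**Figure D4:**
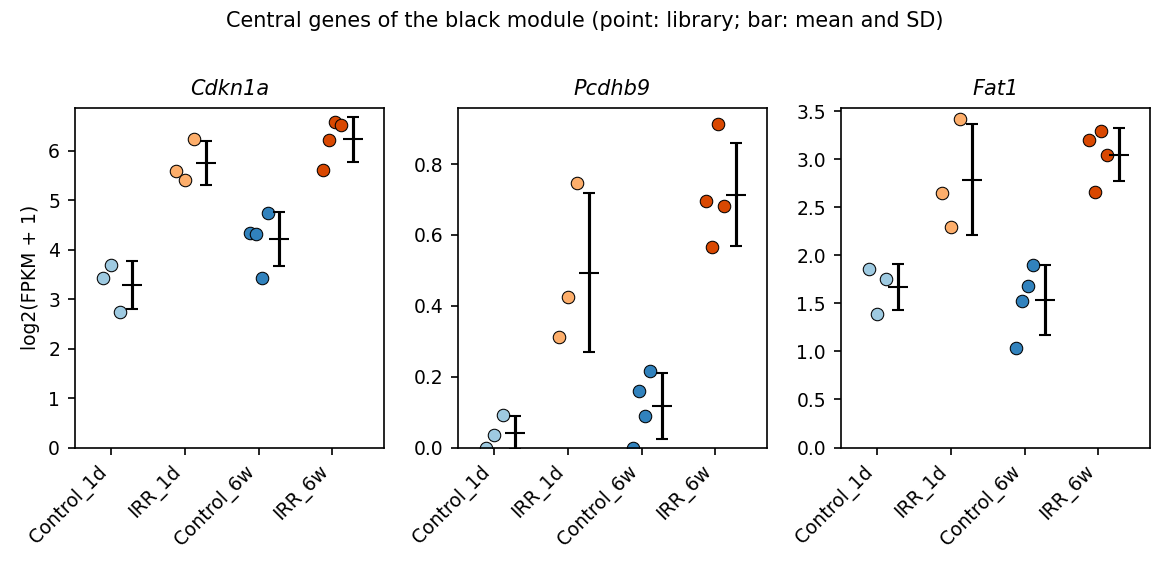
Log2(FPKM + 1) (vertical axes) of Cdkn1a, Pcdhb9 and Fat1 in the 4 groups (horizontal axes), with points for libraries and bars for the mean and SD. In each panel both irradiated groups lie above both control groups, for Cdkn1a with no control over 25.6 FPKM.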

Within the black module, *Cdkn1a, Pcdhb9, and Fat1* are recognized as central genes (Fig. 6A). In contrast, *Mthfd2, Dnajb1, Hsp90aa1, Egr2* and *Gm12346* were identified as key genes in the magenta module (Fig. 6B). 

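The 5 key genes of the magenta module were higher at 6 weeks than at 1 day in both the control and the irradiated groups, on average. Mthfd2, a mitochondrial enzyme of folate metabolism (chromosome 6, 83305691 to 83325908), was at 0.846 ± 0.216 FPKM (SD, n = 3) in IRR_1d and 5.37 ± 3.3 FPKM (SD, n = 4) in IRR_6w, with log2 fold changes of 2.32 (standard error 0.69, adjusted p = 0.525) between the irradiated and 2.14 (standard error 0.69, adjusted p = 0.905) between the control groups, from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. Dnajb1, a co-chaperone of Hsp70 (chromosome 8, 83608193 to 83612653), was at 6.53 ± 2.33 and 22.2 ± 8.34 FPKM, a log2 fold change of 1.46 (standard error 0.34, adjusted p = 0.245 from the same test). Hsp90aa1, a heat shock chaperone (chromosome 12, 110690605 to 110702728), was at 50.2 ± 28.8 and 222 ± 126 FPKM (1.84 ± 0.44, standard error, adjusted p = 0.285 from the same test). Egr2, a transcription factor of the early growth response family (chromosome 10, 67535475 to 67542188), was at 0.413 ± 0.209 and 1.49 ± 0.692 FPKM. Gm12346 (chromosome 11, 77293444 to 77295898) is annotated as a transcribed processed pseudogene and was at 1.25 ± 0.481 and 5.76 ± 2.87 FPKM. Of its 50-base stretches, 75.4% also occur in transcripts of Hsp90aa1, and 41.8% of those of Hsp90aa1 occur in Gm12346, so that reads of either gene can be counted for the other.
The exact permutation p for the time on log2(FPKM + 1) was 0.000816 for Hsp90aa1 and Gm12346, 0.00327 for Mthfd2 and 0.00735 for Dnajb1 and Egr2, with differences of 1.88, 1.33, 1.39, 1.09 and 0.74. As the study chose these key genes on the same libraries, the test is not independent evidence.

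**Figure D5:**
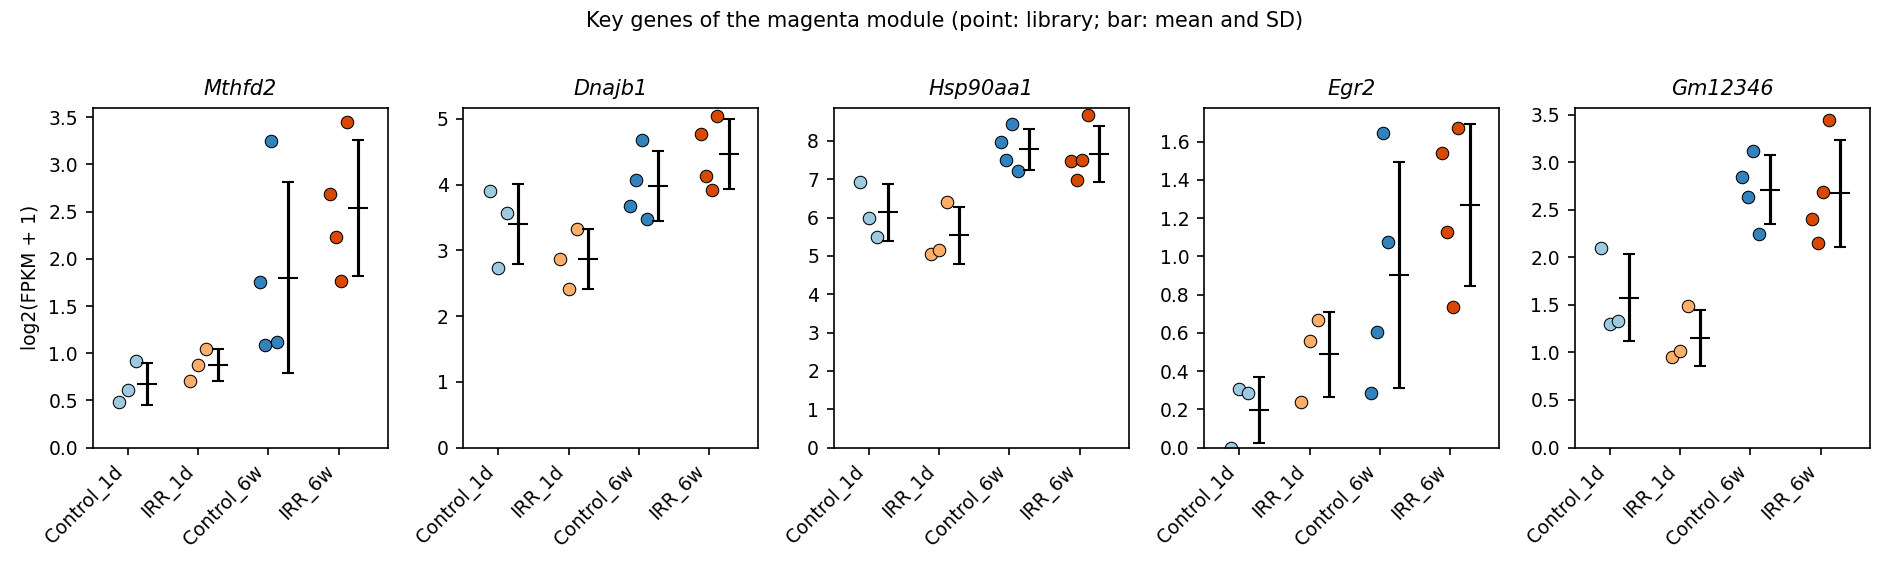
Log2(FPKM + 1) (vertical axes) of Mthfd2, Dnajb1, Hsp90aa1, Egr2 and Gm12346 in the 4 groups (horizontal axes), with points for libraries and bars for the mean and SD. The groups at 6 weeks lie higher than those at 1 day on average, with single libraries such as Control_6w replicate 3 (8.49 FPKM of Mthfd2) and IRR_6w replicate 4 (9.95 FPKM) at the top.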

The co-expression correlation heatmap between hub genes in the black module and magenta module was drawn, and the darker blue in the upper right part indicated a stronger correlation, while the data in the lower left part represent the correlation coefficients. As demonstrated in Fig. 6C and D, the correlation coefficients among the majority of genes in these two modules were > 0.65, indicating a high correlation between the hub genes in the modules and a close linkage between their upstream and downstream regulatory roles.

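In the magenta module, 8 of the 10 pairs of key genes had a Pearson's r over 0.65 across the 14 libraries, and all 10 passed a permutation test after adjustment over 13 pairs. The study chose the hub genes of each module on these same libraries, by their fit to the module. Their correlation with each other is therefore in part built in, and the tests are not independent evidence of it. The closest pair was Gm12346 and Hsp90aa1, which share sequence, with r = 0.984 and Spearman's rho = 0.996 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give). Egr2 and Mthfd2 had r = 0.893 and rho = 0.868 (permutation p = 8.00e-05 for both, adjusted p = 0.000260 for r), and 0.791 without the 2 libraries farthest from the median of Egr2. Dnajb1 had r = 0.857 with Gm12346, 0.847 with Hsp90aa1 and 0.83 with Mthfd2 (rho = 0.811, 0.793 and 0.807, permutation p = 0.000670, 0.00104 and 0.000950 for rho), and 0.771, 0.751 and 0.805 without the 2 libraries farthest from its median. Egr2 had r = 0.618 with Gm12346 and 0.643 with Hsp90aa1 (rho = 0.609 and 0.613, permutation p = 0.0197 and 0.0137 for r and 0.0226 and 0.0211 for rho). Without the 2 libraries farthest from the median of Egr2, Control_6w replicate 3 and IRR_6w replicate 4, these were 0.348 (permutation p = 0.267) and 0.398 (permutation p = 0.20), lower than without any other of the 91 pairs of libraries, a comparison chosen after seeing the data. Leaving out extremes lowers r by itself, so how far these relations rest on those 2 libraries is not settled. After the mean of each group was taken out, r was 0.941 for Gm12346 and Hsp90aa1, 0.755 for Egr2 and Mthfd2, 0.328 for Egr2 and Hsp90aa1 and 0.219 for Egr2 and Gm12346.
In the black module, the control and the irradiated libraries form separate clusters, and r was computed within each. Fat1 and Pcdhb9 had r = 0.489 in the 7 control libraries (exact permutation p = 0.265) and 0.842 in the 7 irradiated libraries (exact permutation p = 0.0171). Cdkn1a and Pcdhb9 had 0.425 and 0.739 (exact permutation p = 0.335 and 0.0641), and Cdkn1a and Fat1 -0.262 and 0.606 (exact permutation p = 0.571 and 0.143). After the mean of each group was taken out, these 3 pairs had r = 0.784, 0.407 and 0.208. From the correlation coefficients (Fig. 6C and D), the paper concludes that the hub genes in the modules are closely correlated and that their regulation upstream and downstream is linked.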

### Validation of related genes by immunohistochemistry

Morphological analysis was also conducted through hematoxylin-eosin staining to evaluate radiation-induced injury in heart tissues. Fig. 7A showed that myocardial damage can be induced one day after irradiation, accompanied by inflammatory cell infiltration. The damage was more severe in six weeks after irradiation, with increased inflammatory cells and fibrosis. 

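Dhx58, Ifit3 and Slc2a1 were higher in all 4 IRR_6w libraries than in any Control_6w library. Ifit3, an antiviral protein induced by interferon (chromosome 19 of GRCm38, 34583531 to 34588731), went from 7.43 ± 0.730 FPKM (SD, n = 4) to 92.4 ± 45.2 FPKM (SD, n = 4) and rose by 3.39 on the log2 scale (standard error 0.60, adjusted p = 0.0345 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). Dhx58, a sensor of viral RNA also called LGP2 (chromosome 11, 100694884 to 100704271), was at 0.489 to 1.45 FPKM and at 2.77 to 9.88 FPKM, a log2 fold change of 2.49 (standard error 0.56, adjusted p = 0.0840 from the same test). Slc2a1, the glucose transporter GLUT1 (chromosome 4, 119108711 to 119137983), was at 2.91 to 3.53 FPKM and at 5.36 to 20.9 FPKM, a log2 fold change of 1.63 (standard error 0.38, adjusted p = 0.102 from the same test). For each of the 3 genes, a two-sided exact permutation test on log2(FPKM + 1) gave p = 0.0286, the smallest that 4 against 4 allow, and 0.0357 after adjustment over 5 genes. The study named the 5 genes from the same libraries, so that this test is not independent evidence. Full separation of the 2 groups, in 1 direction or the other, was found in 5.72% of all genes, against 2.86% by chance.
Of the 50-base stretches of Ifit3, 51.2% also occur in its neighbour Ifit3b, which rose by 3.59. Over the 24 other settings, among them DESeq2 and each library left out, the adjusted p was 4.31e-07 to 0.132 for Ifit3, 0.00109 to 0.270 for Dhx58 and 0.00478 to 0.306 for Slc2a1. The call of Ifit3 ended without Control_1d replicate 2 or 3, any 1 of the 4 Control_6w replicates, or IRR_6w replicate 2, 3 or 4 (adjusted p = 0.0530 to 0.132 from the same test), and Dhx58 and Slc2a1 passed without IRR_6w replicate 1 (adjusted p = 0.0461 and 0.0314 from the same test).

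**Figure D6:**
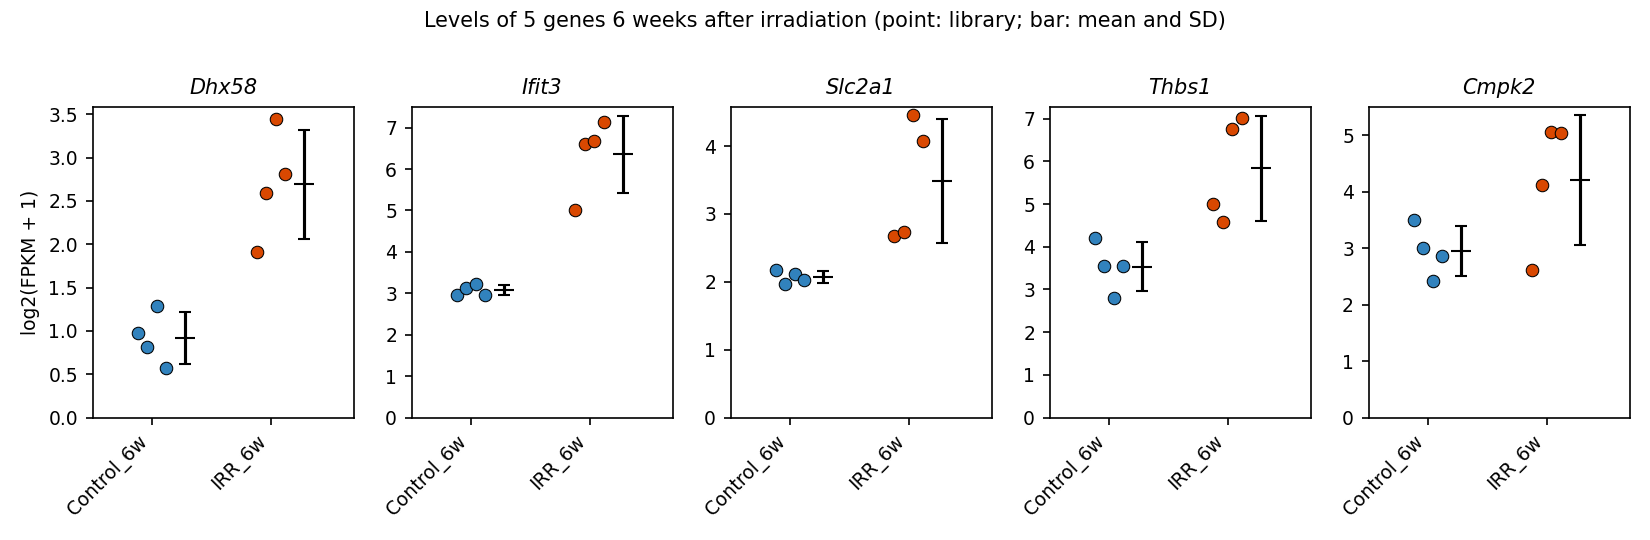
Log2(FPKM + 1) (vertical axes) of Dhx58, Ifit3, Slc2a1, Thbs1 and Cmpk2 in Control_6w and IRR_6w (horizontal axes), with points for libraries and bars for the mean and SD. All 4 irradiated libraries lie above the 4 controls for the first 4 genes, and 3 of the 4 do for Cmpk2.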

Six weeks post-irradiation, RNA-seq analysis revealed that the experimental group exhibited markedly elevated levels of *Dhx58, Ifit3*, and *Slc2a1* in comparison to the control group (Fig. 7B). Moreover, the experimental group exhibited elevated levels of *Thbs1* and *Cmpk2* expression, though the increase was not statistically meaningful. 

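Thbs1, the matrix protein thrombospondin (chromosome 2 of GRCm38, 118111876 to 118127133), was at 5.99 to 17.6 FPKM in Control_6w and at 22.9 to 128 FPKM in IRR_6w. Its log2 fold change was 2.37 (standard error 0.67, adjusted p = 0.179 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). All 4 irradiated libraries lay above the 4 controls, and the two-sided exact permutation test on log2(FPKM + 1) gave p = 0.0286, the smallest it can give. As the study named Thbs1 from the same libraries, this test is not independent evidence. Cmpk2, a mitochondrial nucleotide kinase induced by interferon (chromosome 12, 26469204 to 26479837), was at 6.99 ± 2.49 FPKM (SD, n = 4) in Control_6w and 21.4 ± 13.1 FPKM (SD, n = 4) in IRR_6w, with 5.13 FPKM in IRR_6w replicate 1. Its log2 fold change was 1.33 (standard error 0.49, adjusted p = 0.386 from the same test, exact permutation p = 0.114). Over the 24 other settings, the adjusted p of Thbs1 was 0.00761, in DESeq2, to 0.523, and that of Cmpk2 0.0366 to 0.771, and the lowest value of Cmpk2 is from the fit without the 3 libraries that hold adipocyte transcripts, chosen after seeing the data.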

Fig. 7C, F and G showed the results of our immunohistochemical analysis of cardiac tissue. *Dhx58*, *Slc2a1*, and *Cmpk2* expression were significantly higher in the experimental group six weeks after irradiation (*P* <0.05). Additionally, the experimental group exhibited a markedly higher expression of *Thbs1* and *Ifit3* compared to the control group (*P* < 0.0001) (Fig. 7D and E).

## Discussion

This study found that acute radiation myocardial injury is associated with inflammation, while chronic radiation myocardial injury is associated with myocardial fibrosis. The study also identified *Cmpk2, Ifit3, Dhx58, Slc2a1*, and *Thbs1* as being associated with RIHD. The potential mechanisms are systemic inflammation and mitochondrial dysfunction. These discoveries offer both theoretical and experimental foundations for understanding the mechanism and early detection of RIHD.

RIHD is classified into acute and chronic injury. Acute cardiac injury is characterized by endothelial damage resulting in vasodilation and increased vascular permeability within minutes to hours of ionizing radiation exposure. Injured endothelial cells release adhesion molecules and growth factors, which stimulate the production of tumor necrosis factor (TNF) and interleukins (IL-1 and IL-6), thereby enhancing the acute inflammatory response 18. Acute-phase inflammatory cells are predominantly neutrophils and are distributed in the myocardium in the area of radiotherapy 19. Our research noted that inflammatory cells infiltrated the heart tissues of mice within a day post-irradiation, unlike the control group, aligning with existing literature. Chronic changes in radiological cardiac injury, except for inflammation, are also closely related to chronic oxidative stress, mitochondrial dysfunction, and necrosis of cardiomyocytes, which are mainly characterized by increased myocardial fibrosis 20-22. The study found no myocardial fibrosis in the myocardial tissues of mice one day after irradiation. However, more pronounced myocardial fibrosis was observed six weeks after irradiation, which is consistent with the literature.

*Cmpk2* is primarily located in the mitochondria, and its loss of function causes mitochondrial deficiency 23. *Cmpk2* is actively triggered by various viral infections, including hepatitis E virus, HIV, and dengue virus 24, 25. Zhong *et al.* performed research uncovering the essential functions of *Cmpk2* in LPS-triggered inflammation by activating the inflammasome pathway 26. However, the role of *Cmpk2* in RIHD has not yet been investigated.

*Ifit3* is a gene responsible for encoding a protein, produced as a result of an interferon-stimulated gene. It plays a role in natural immunity, defense against viruses, and inflammation. Recent research indicates that IFIT contributes to the development of various cancers, such as oral cancer 27. Lu and colleagues showed that *Ifit1* and *Ifit3* play a role in LOXL2-driven migration, invasion, EMT, and CSC-like characteristics in oral squamous cell carcinomas 28. Chen *et al.* discovered that the *Ifit3* gene could potentially act as a biomarker for the diagnosis and treatment of ischemic cardiomyopathy 29. The research additionally assessed the impact on the mitochondria-associated factor voltage-dependent anion channel 2 (VDAC2) and apoptosis 30. Furthermore, although the *Ifit3* gene has been identified as one of the key genes related to heart failure, its role in RIHD has not yet been investigated 31.

*Dhx58*, which is alternatively called *Lgp2*, belongs to the family of retinoic-acid-inducible gene (RIG)-like receptors (RLRs). These receptors, known as pattern recognition receptors (PRRs), initiate a natural immune reaction to combat viral infections 32, 33. *Dhx58* is crucial for detecting viral infections 34. Zhao *et al.* found that DEAD-box helicase 5 (DDX5) reduced the mRNA expression of interferon beta (IFN-β), IL-6, and Dhx58 through the METTL3-METTL14/YTHDF2 pathway. The research showed that DDX5 interacted with antiviral transcripts and controlled immune reactions via YTHDF2-mediated mRNA degradation 35. Earlier research indicates that the gene responsible for this protein can activate macrophages to send signals prompting mitochondria to form inflammasomes. These inflammasomes generate proteins involved in the inflammatory response, contributing to the body's defense mechanism 36. However, the role of this protein in RIHD remains unclear.

The *Slc2a1* gene produces a glucose transporter responsible for controlling glucose absorption. It can increase intracellular glucose levels, providing a favorable environment for tumor growth, dissemination, and metastasis. Consequently, it is essential for the expansion and multiplication of cancer cells 37. Earlier research has indicated that elevated levels of *Slc2a1* correlate with poorer outcomes in lung, breast, and stomach cancers 38-40. Mouton *et al.* demonstrated an association between *Slc2a1* and polarization phenomena in resident macrophages and monocyte-derived macrophages following myocardial infarction 41. However, the role of *Slc2a1* in RIHD has not yet been investigated.

The *Thbs1* gene produces a component of a disulfide-bonded homotrimeric protein, an adhesive glycoprotein facilitating interactions between cells and between cells and the extracellular matrix 42. *Thbs1* influences inflammation through NF-κB pathways and is capable of initiating TGF-β1 signaling 43, 44. In myocardial injury, silencing *Thbs1* inhibits inflammatory cytokines, reduces oxidative stress and thus lowers cell apoptosis in vitro 45. Earlier research has indicated that *Thbs1* plays a role in the development of several heart conditions, such as septic cardiomyopathy, cardiac hypertrophy, fatal cardiac atrophy, and damage to heart cells caused by coxsackievirus B3 42, 46-48. However, its role in RIHD has not been reported.

The mechanisms of RIHD remain unclear, most studies suggest that it is the result of a combination of mechanisms, such as systemic inflammation and mitochondrial dysfunction 49, 50. Firstly, radiation increases oxidative stress, directly causing damage to macromolecules such as DNA, proteins and lipids 14, 51. In addition, radiation can directly damage the respiratory chain of mitochondria, leading to mitochondrial dysfunction, which leading to ATP production decreased, ROS production increased, and ultimately apoptosis 12. Excessive ROS cause endothelial cell damage, prompting them to secrete adhesion molecules and growth factors, triggering an acute inflammatory response 21. Myocardial fibrosis is considered to be the final stage of RIHD and is characterized by excessive collagen deposition in damaged cardiac tissues as a result of multiple pathways involving inflammation, oxidative stress, and chronic changes in gene expression 52. Our research revealed that the core genes were associated with the immune system process (GO 0002376), cellular reaction to lipopolysaccharide (GO 0071222), plasma membrane (GO 0005886), and ion transport regulation (GO 0006811). Furthermore, the genes such as *Cmpk2, Ifit3, Dhx58*, and *Thbs1* are linked to both systemic inflammation and mitochondrial dysfunction, as supported by existing literature.

This study has several potential limitations. Firstly, the sample size is small. Secondly, in this study, only immunohistochemistry was used for preliminary validation, and the mechanism was not explored in depth. Additional studies both in the lab and in living organisms are required for future confirmation. Thirdly, the mice involved in this study were all male and could not be analyzed for sex differences.

## Conclusions

Acute radiation myocardial injury is characterized by inflammation, while chronic radiation myocardial injury is characterized by myocardial fibrosis. RIHD is associated with* Cmpk2, Ifit3, Dhx58, Slc2a1*, and *Thbs1* genes, which may be potential targets for early diagnosis and intervention in RIHD.

## Supplementary Material

Supplementary table 1.

Supplementary table 2.

Supplementary table 3.

## Figures and Tables

**Figure 1:**
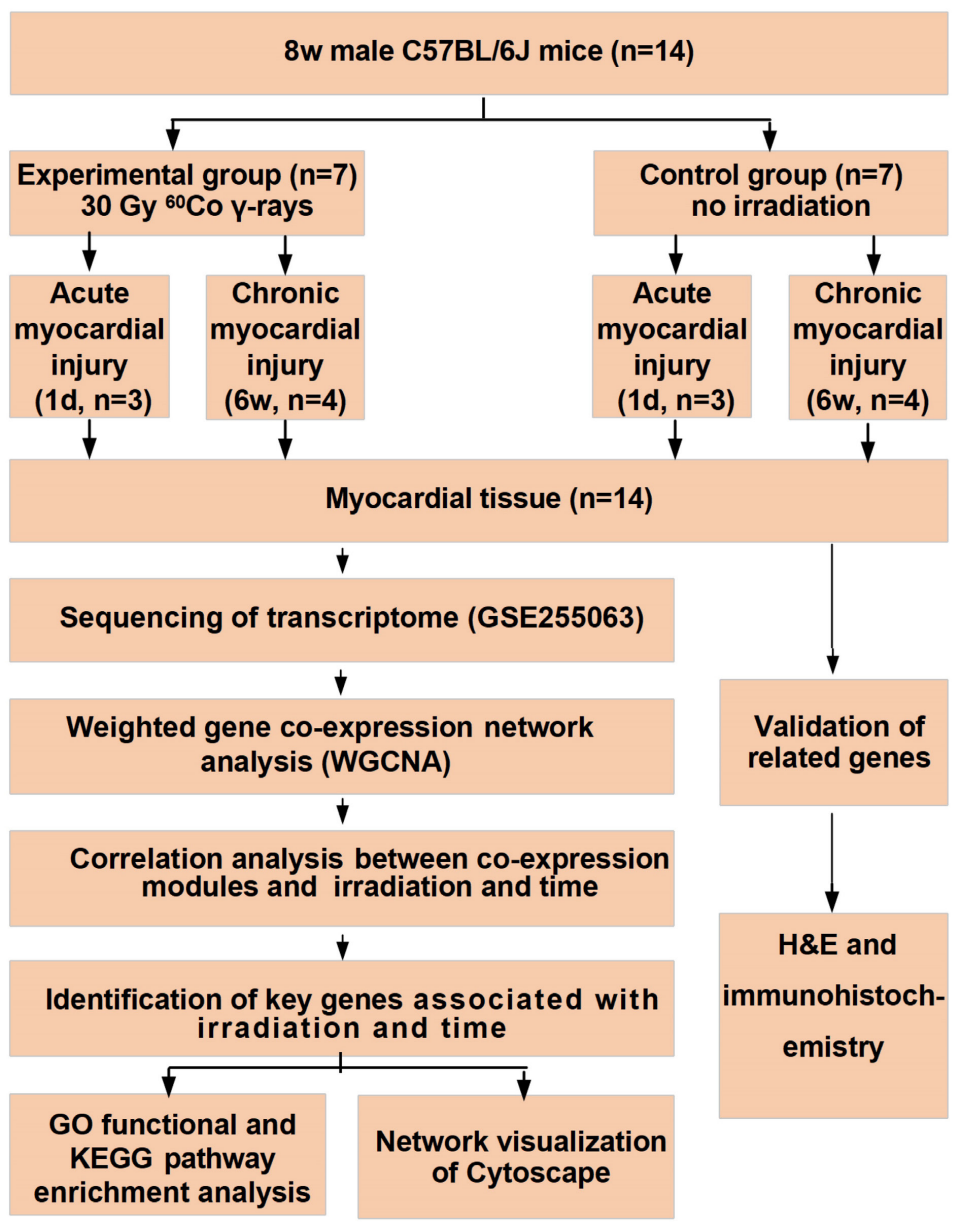
The flowchart of analysis process.

**Figure 2:**
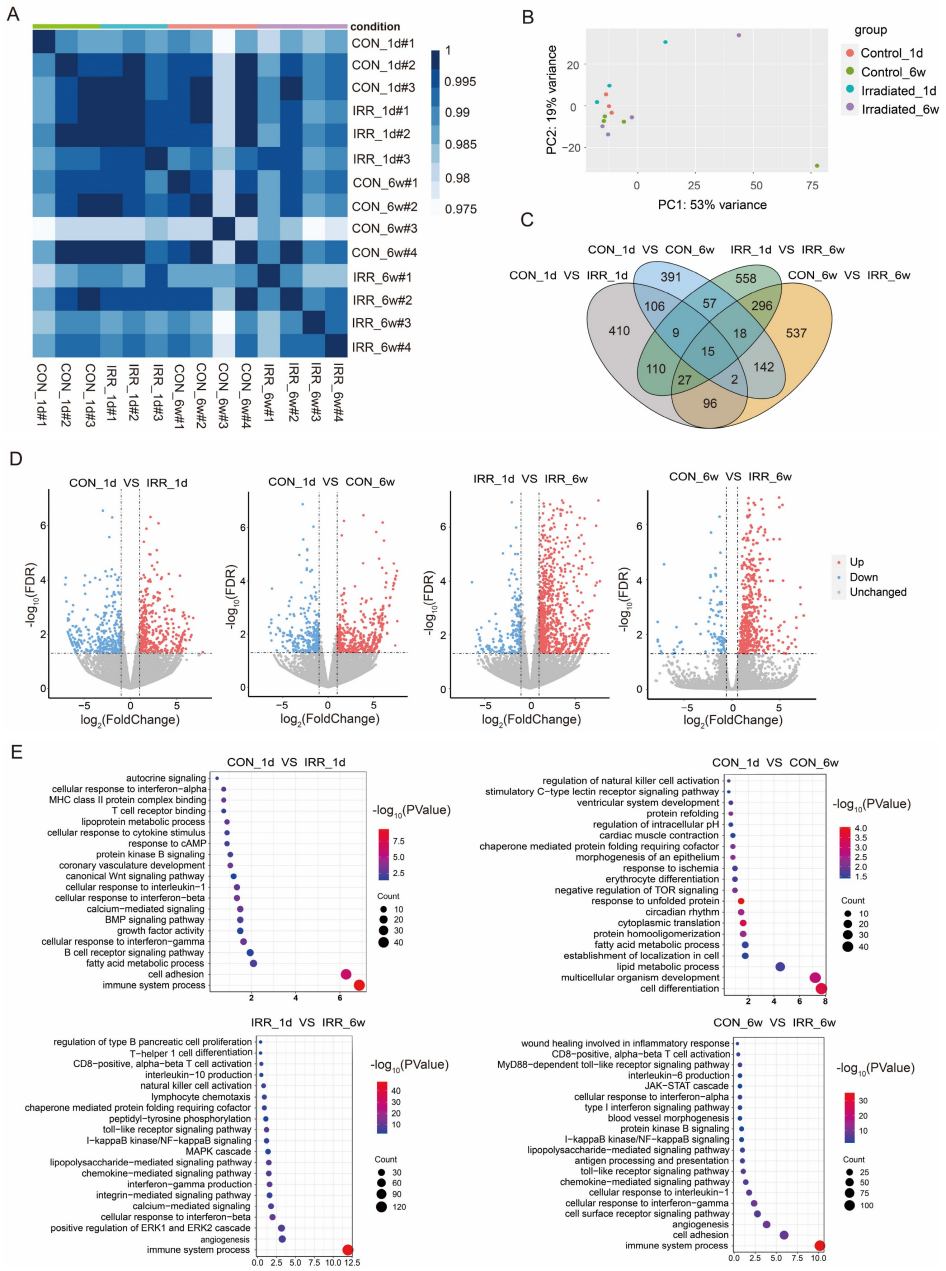
Differential gene expression and pathway enrichment analysis. **A** A heatmap of the pairwise Pearson's correlation between each sample. **B** PCA plot that separates samples from each group. **C** Wayne diagram of differential expression in the irradiated group *vs.* control groups at one day and six weeks after irradiation. **D** Volcano diagram of DEGs in the irradiated group *vs.* control groups at one day and six weeks after irradiation. Red dots and blue dots represent up-regulated and down-regulated immune genes in the irradiated group, respectively. **E** GO function enrichment analysis of DEGs between control and experimental groups at one day and six weeks after irradiation, where the size of the dots represents the number of genes, and the color of the dots represents the -log_10_(*P*-value).

**Figure 3:**
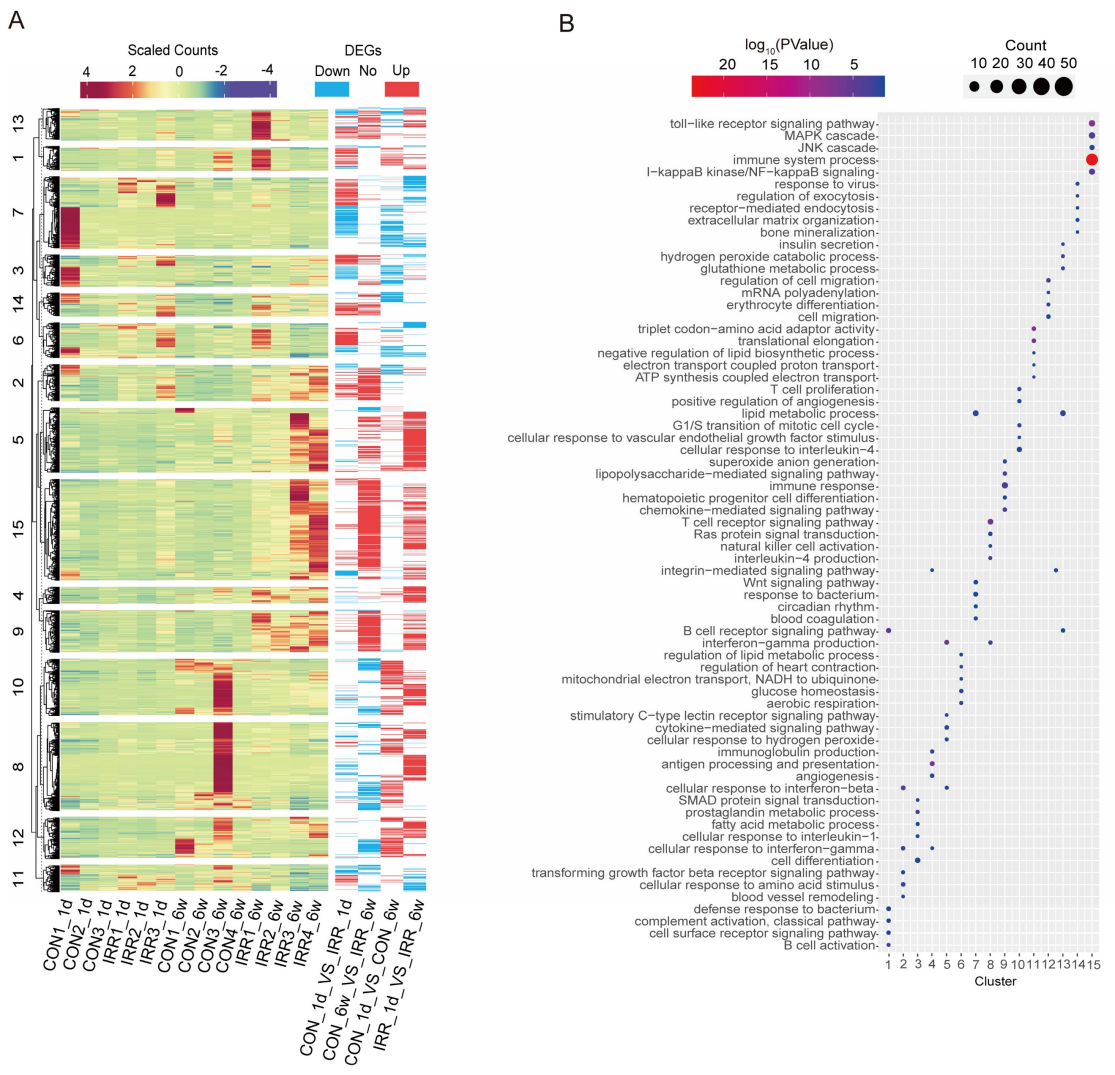
Heat map and DEGs obtained by pairwise comparison. **A** Clustering analysis of DEGs, and k-means clusters (k=15) are marked on the left. **B** The log_10_(*P*-value) of 15 clusters.

**Figure 4:**
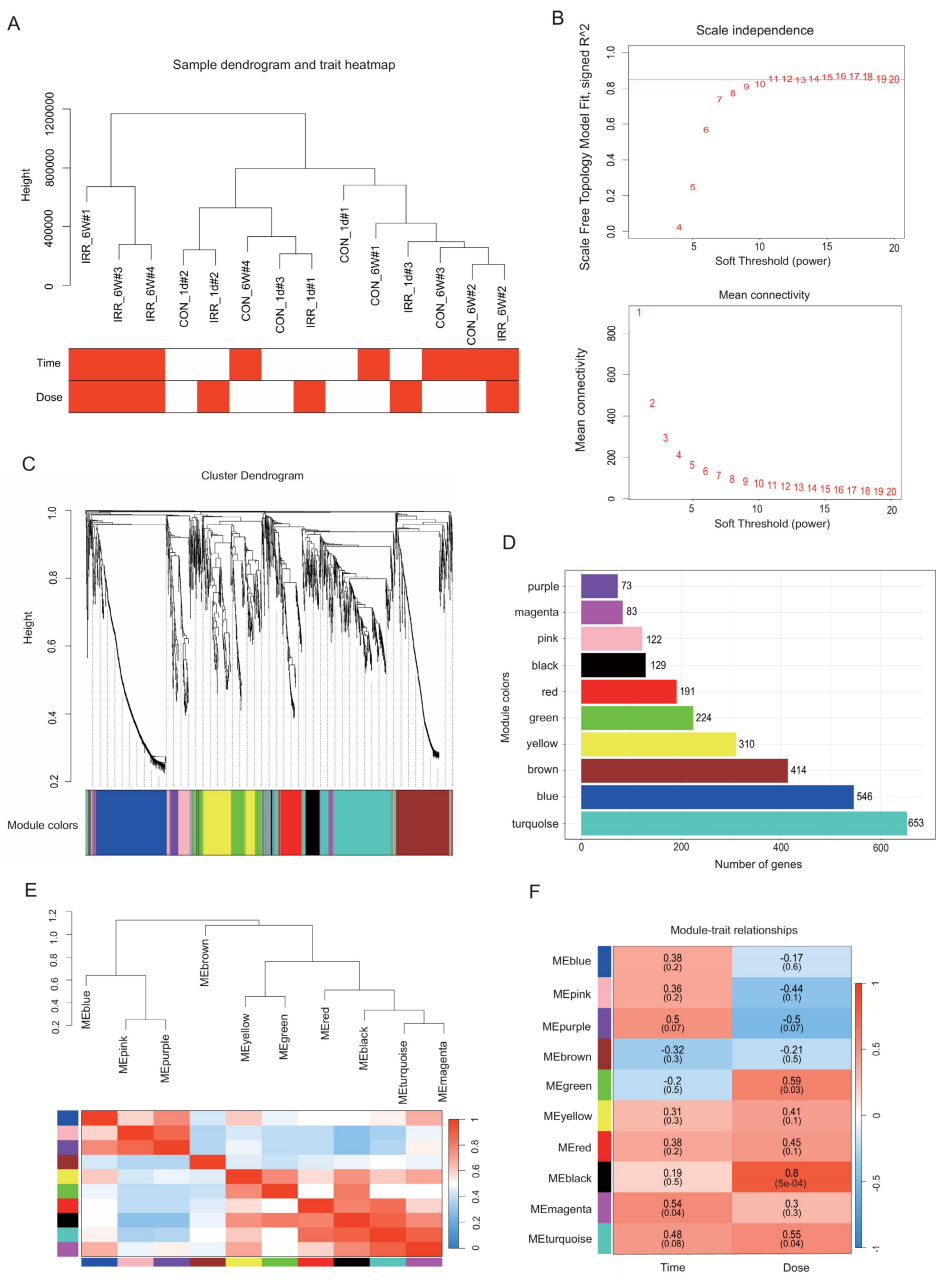
Data preparation of co-expression network. **A** Radiation condition heatmap and hierarchical clustering dendrogram. The degree of heatmap from white to dark red recognizes low to high levels of radiation condition. The radiation condition includes time and dose. **B** A scale-free co-expression network was estimated using soft-thresholding powers, with the best power value β determined to be 11. **C** Eleven co-expression modules constructed by clustering dendrograms and partitioned into different module colors (non-clustering genes shown in grey). **D** The bar plot of numbers in modules. **E** Hierarchical clustering trees and heatmap of different modules. The red shows positive correlation and blue shows negative correlation. **F** Correlation relationship between each network module and conditions. The values in the matrix cell indicate the correlation coefficient and the related *P*-value.

**Figure 5:**
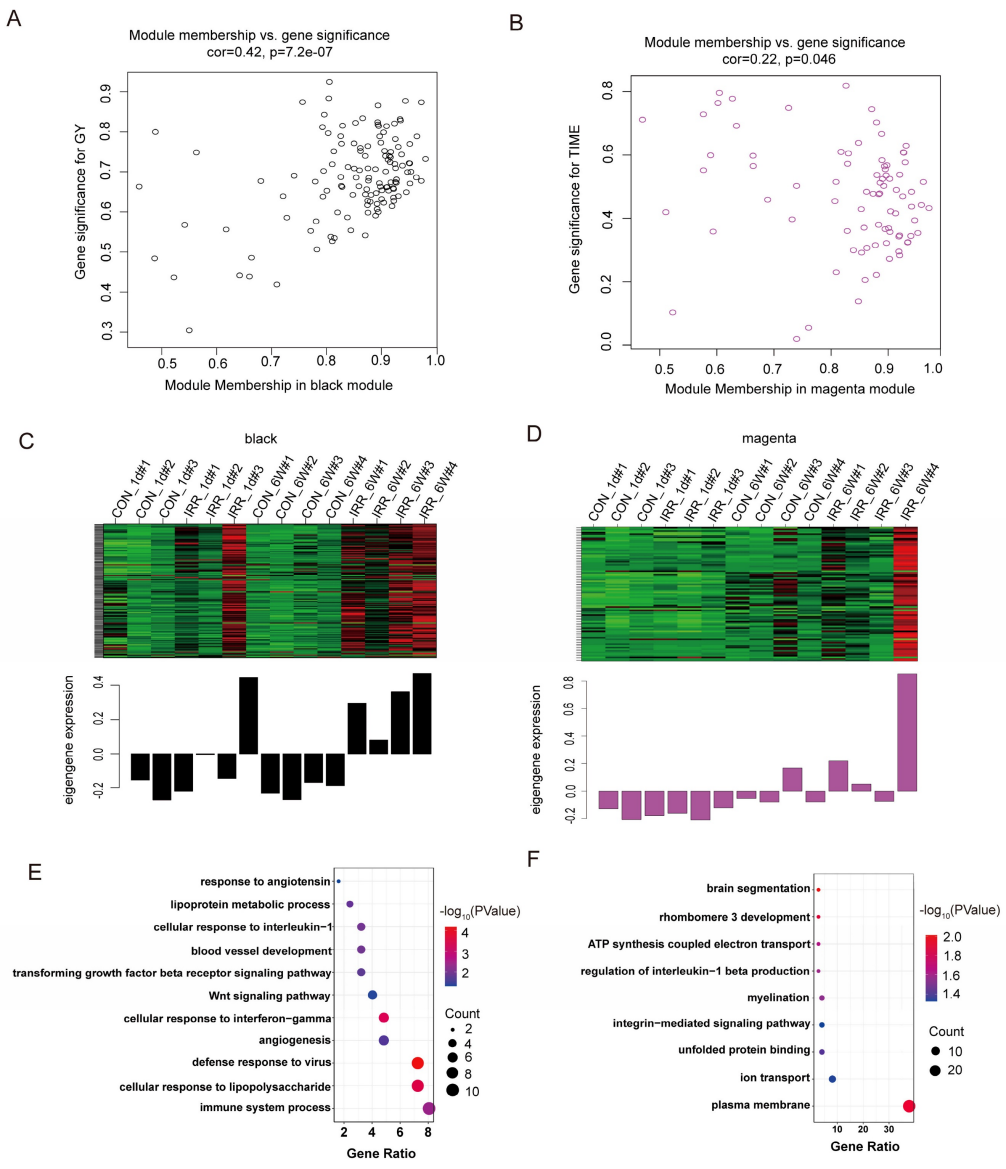
Correlation between modules with radiation traits. **A, B** Scatter plot in black **A** and magenta **B** modules with GS (y-axis) and MM (x-axis). **C, D** The expression level of genes in black **C** and magenta **D** modules. In the heatmap, green indicates the low expression and red indicates the high expression for samples. **E** GO analysis of biological process of black module. **F** GO analysis of biological process of magenta module.

**Figure 6:**
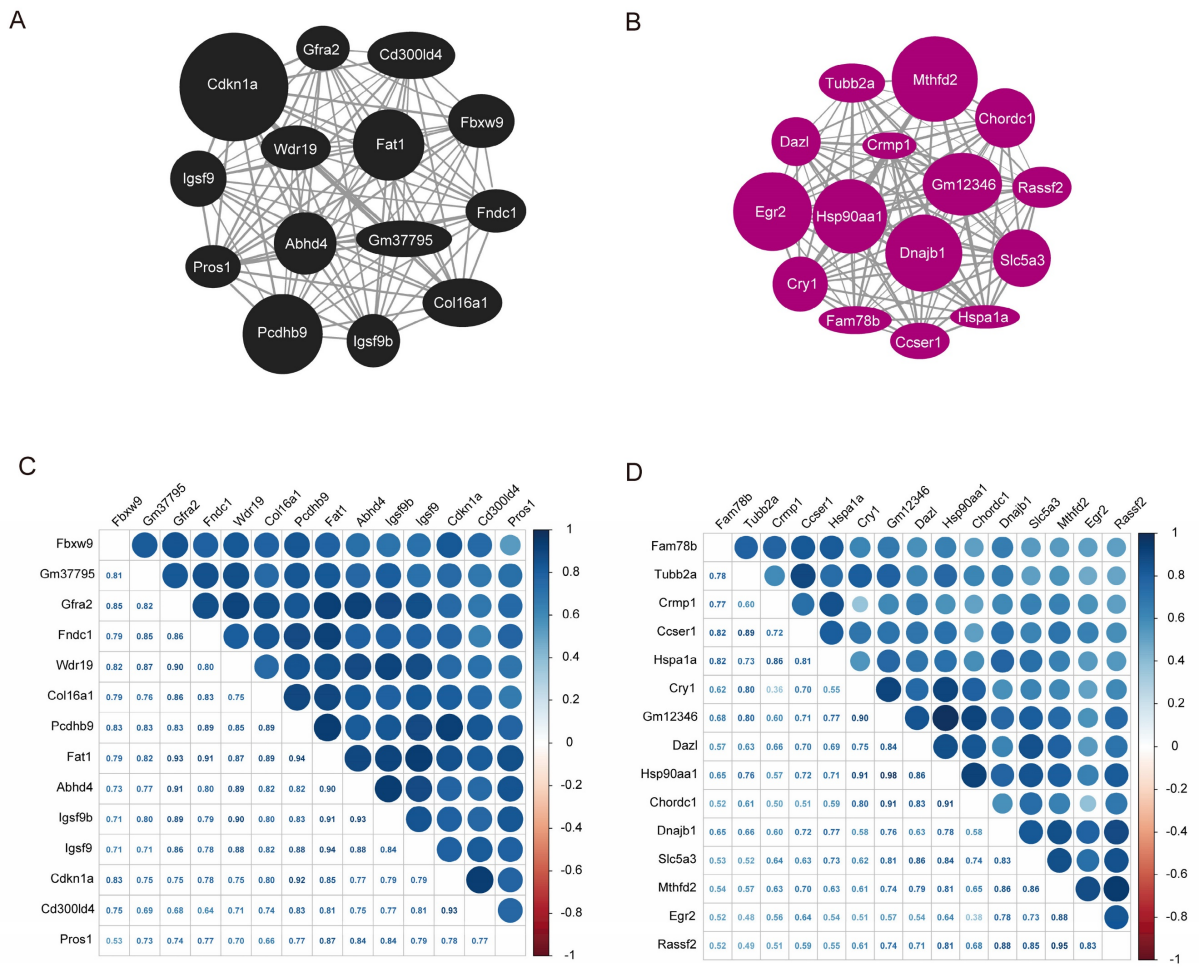
Hub gene map and heatmap of co-expression correlation between the hub genes. **A** Hub gene map of the black module. **B** Hub gene map of the magenta module. **C** Heatmap of co-expression correlation between hub genes in black module. **D** Heatmap of co-expression correlation between hub genes in magenta module. The darker blue in the upper right part indicates the stronger correlation, and the data in the lower left part are the correlation coefficients.

**Figure 7:**
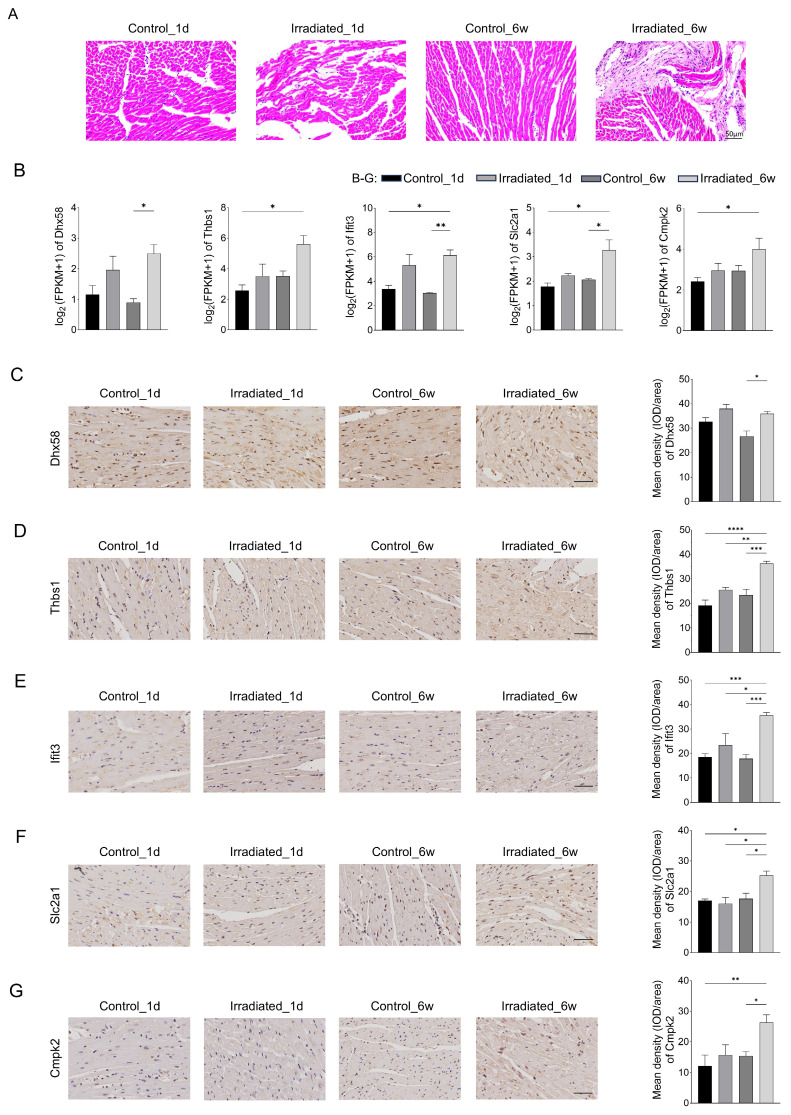
Validation of related genes by immunohistochemistry. **A** Representative plots of 4 groups of myocardial tissue after H&E staining. Scale bar, 50 μm. **B** Relative expression of *Dhx58, Thbs1, Ifit3, Slc2a1*, and *Cmpk2* gene by transcriptome sequencing. **C** Relative expression of *Dhx58* in myocardial tissues of each group and their representative pictures. **D** Relative expression of *Thbs1* in myocardial tissues of each group and their representative pictures. **E** Relative expression of *Ifit3* in myocardial tissues of each group and their representative pictures. **F** Relative expression of *Slc2a1* in myocardial tissues of each group and their representative pictures. **G** Relative expression of *Cmpk2* in myocardial tissues of each group and their representative pictures. Scale bar, 50 μm.

## Abbreviations

RIHD: radiation-induced heart disease
CAD: coronary artery disease
DEGs: differentially expressed genes
WGCNA: weighted gene co‑expression network analysis
PCA: principal component analysis
MEs: module eigengenes
GS: gene significance
MM: module membership
GO: gene ontology
KEGG: kyoto encyclopedia of genes and genomes
H&E: hematoxylin and eosin
DAB: diaminobezidin 3
TNF: tumor necrosis factor
IL-1: interleukin-1
IL-6: interleukin-6
DENV: dengue virus
LPS: lipopolysaccharide
LOXL2: lysyl oxidase-like protein 2
OSCC: oral squamous cell carcinomas
EMT: epithelial-mesenchymal transition
CSC: cancer stem cell
VDAC2: voltage dependent anion channel 2
RIG: retinoic- acid-inducible gene
RLRs: retinoic- acid-inducible gene (RIG)-like receptors
PRRs: pattern recognition receptors
DDX5: DEAD-box helicase 5
IFN-β: interferon beta
TGF-β1: transforming growth factor-beta

How the deposited data were processed for this re-analysis (not part of the article)

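RNA was measured in heart tissue of 14 male mice, 1 library per mouse, in 4 groups: Control_1d (n = 3), IRR_1d (n = 3), Control_6w (n = 4) and IRR_6w (n = 4). The irradiated mice had received 30 Gy locally to the chest. The authors checked the 150-bp reads with FastQC 0.11.8, trimmed them with Trim Galore 0.6.1, aligned them to mm10 with STAR 2.5.0a and counted them per gene with HTSeq 0.10.0. The methods name FPKM as the unit, and the values used here are whole numbers whose totals differ between libraries, so they were taken as raw counts. The counting strand and the annotation release are not stated. FPKM was computed as CPM on the library total, divided by the gene length in kilobases.

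The library totals were 13336746 to 16837265 counts. Of 54532 genes, 24833 had no count in any library, and 16034 passed edgeR's filterByExpr over the 4 groups and were tested. Counts were normalized with TMM and fitted in 1 model of the 4 group means with edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation, 10 residual degrees of freedom). The comparisons were the 4 of the paper, the irradiation effect averaged over both times and the interaction of irradiation and time. P-values are from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an adjusted p under 0.05 with a fold change over 2 or under 0.5. The levels given in CPM beside a fold change are TMM-normalized.

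The 44 gene lists hold 818 entries, of which 51 were in the data but had too few counts to be tested. They were written after the paper and its supplementary tables had been read, so that the fold changes listed there had been seen. Per list, the members past the adjusted p over all genes and past a p adjusted over the list alone were counted, without the fold cut-off. The lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, adjusted over the 44 lists of each comparison, and fry was run as a second set test.

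Single values were compared with exact permutation tests on log2(FPKM + 1). Correlations across libraries used Pearson's r and Spearman's rho with 100000 permutations (random seed 1). The dose was permuted within each time and the time within each dose. Clustering used average linkage on Euclidean distances. These steps, the figures and the tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Shared sequence was searched with stretches of 50 bases over the GENCODE M21 transcripts of GRCm38.

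Genes were named by a rule. It takes the 21 genes named in the results text of the paper. For each irradiation comparison it takes the 10 higher and the 10 lower called protein-coding genes with the smallest p whose level in every irradiated library lies on the same side of every control. For each time comparison and the interaction it takes 5 and 5 by the same condition. Within each list it takes up to 4 called members with the smallest p, or up to 2 members as values where none is called. Genes named outside the rule, among them those that describe single libraries and the leading genes of the components, were chosen after their values were seen.

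The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no low-count filter, a stricter filter of 1 CPM in 3 libraries, edgeR on the 2 groups compared only, limma with quality weights per library, the replicate number as a block, unadjusted p in edgeR and in DESeq2, no fold cut-off, other scales, and each library left out in turn. Further settings were chosen after the data were seen: leaving out the 3 libraries with adipocyte transcripts, and the number of genes detected or the adipocyte marker level as a covariate. For single values the pseudocount of 1 was replaced by 0.1.

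The fit was tested on simulated data with the same library totals and edgeR's own estimates of the spread. In each irradiation comparison 200 genes of higher counts were changed. The counts followed the distribution that edgeR and DESeq2 assume, with 1 mean profile for all libraries. No transcripts of other tissues and no differences in library quality were simulated, so false calls in the real libraries can differ. Of 50 genes changed 4-fold, edgeR called 18 at 1 day and 22 at 6 weeks. Of 50 changed 2-fold it called 2 and 1, and of 50 changed 8-fold 37 and 40, with 5 false calls in each comparison. DESeq2 called 28 and 32 of the genes changed 4-fold, with 54 and 51 false calls. Limma with quality weights called 11 and 18, with 4 and 2 false calls.

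The co-expression network was not rebuilt, and the gene membership of the modules was not used here. DEGs correlated with the named central genes stood in for the modules, and enrichment of annotation terms was replaced by the gene lists. The histology and immunohistochemistry of the paper have no values in the data used here.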

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

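The tests of technical and biological explanations in this part were all chosen after the results were seen, while the comparison of each library with its group and the test of the interaction were set beforehand.

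Single libraries of the 6-week groups stood apart from the other 3 of their group by Dixon's test at its 95% critical value. Of 138 groups of 4 values, 23 had such a library, against 6.9 expected by chance at 1 in 20. Of these, 13 concern Control_6w replicate 3, 6 IRR_6w replicate 1, 2 Control_6w replicate 1, and 1 each Control_6w replicate 2 and IRR_6w replicate 3. Levels are mean log2(CPM + 1) of a list, with the range of the other 3 libraries in parentheses.

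In Control_6w replicate 3, levels were high for thymus markers, 7.26 (0.35 to 1.49), T cells, 6.95 (0.73 to 1.77), adipocytes, 7.11 (0.42 to 0.75), cell cycle genes, 6.28 (1.67 to 2.06), interferon-stimulated genes, 4.42 (3.73 to 3.76), B cells, 2.93 (1.18 to 1.43), NK cells, 1.94 (0.22 to 0.45), and lung epithelium, 1.32 (0.05 to 0.16). They were low for endothelial markers, 5.66 (6.81 to 6.93), fibroblasts, 5.31 (6.18 to 6.26), and angiogenesis genes, 4.53 (5.21 to 5.27). On log2(FPKM + 1), Kif4 was at 2.95 (0 to 0.49) and Arhgap45 at 6.99 (1.56 to 2.11). In IRR_6w replicate 1, atrial markers were at 8.12 (2.32 to 2.56), Schwann cell markers at 4.39 (1.87 to 2.02), B cells at 3.89 (1.84 to 2.01), lung epithelium at 2.49 (0.26 to 0.40), endothelial markers at 6.62 (6.96 to 7.01) and macrophage markers at 5.16 (5.48 to 5.53). In Control_6w replicate 1, chemokines were at 2.19 (1.97 to 2.00) and smooth muscle markers at 5.28 (5.49 to 5.53). Control_6w replicate 2 had the unfolded protein response at 6.46 (6.25 to 6.26), and IRR_6w replicate 3 smooth muscle markers at 5.27 (5.74 to 5.76).

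The effect of irradiation differed between 6 weeks and 1 day for 4 lists, each with a higher median at 6 weeks than at 1 day, and for MHC class II with a median below 0 at 1 day (-1.23). These were MHC class II (median interaction 2.13 on the log2 scale, adjusted p = 0.0207 with an estimated correlation), macrophage and monocyte markers (0.91, 0.0273), chemokines and cytokines (1.18, 0.0402) and toll-like receptor signaling (0.94, 0.0402). With fry, which tests a set against no change rather than against other genes, the last 2 had adjusted p = 0.136 and 0.109.

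The thymus, T cell and cell cycle transcripts of Control_6w replicate 3 may come from thymus tissue taken with the heart. All 10 thymus markers had their highest CPM in this library, among them Rag1 at 1303, Dntt at 659, and Ccl25 at 173, Psmb11 at 44.1 and Foxn1 at 10.1 of the thymic epithelium. Mature T cells from blood or an infiltrate are argued against, since 8 of 8 thymocyte and epithelial markers exceeded 10 times their highest level in the other 13 libraries. A library of another organ is argued against by the ventricular markers, at 8.30. The design gives no reason for thymus in 1 control mouse, so no biological explanation was tested.

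Male germ cell transcripts were present in Control_6w replicates 1, 2 and 3, where 11 of 27 markers reached 1 CPM in each library. Testis RNA carried over is argued against, since Prm1, Prm2, Tnp1, Tnp2, Smcp, Ldhc and Pgk2, abundant in testis, had a median of 0 CPM and at most 3.09 CPM, against 25.9 to 39.8 CPM for Odf1. Genomic DNA is argued against, since 3 other lists not expressed in heart rose by 0.151 over Control_6w replicate 4, against 1.42 for the germ cell list. Between the 6-week groups these transcripts are higher on the control side, as for Oaz3, and Fam229b was highest in the same libraries. Their source stays open, and no biological explanation was tested, since the design sets these 3 controls apart in nothing.

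The rise of interferon-stimulated genes in IRR_6w was weighed against 3 other explanations, not all of them technical. Transcripts of other tissue are argued against, since the median log2 fold change was 2.03 without the 3 libraries that hold adipocyte transcripts and 1.90 with them. A lower share of heart muscle RNA that raises all other cell types alike is argued against, since endothelial, fibroblast and smooth muscle markers had medians of at most 0.170. Muscle RNA displaced by macrophage RNA alone would not raise these markers, so the test cannot exclude it. Of 19 ventricular markers, 0 were higher or lower at an unadjusted p under 0.05 in edgeR. The mitochondrial share, however, was lower in each IRR_6w library than in any of Control_6w. A larger share of macrophage RNA stays open: the interferon-stimulated genes rose by 0.535 more than the macrophage markers, with an exact permutation p = 0.114. Irradiation itself, the condition of the design, stays open beside it, as a hypothesis.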

How the results depend on the processing

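Leaving out the 3 libraries with adipocyte transcripts and the 2 covariates were chosen after the data were seen, and the other settings were set before. Among single named genes, hub correlations and hub components, no value past its threshold changed sign under any setting run. Of the values not past a threshold, 27 of single named genes and 4 of the magenta component with the dose changed sign under an alternative. Counts of genes and of list members have no sign and could not reverse. Apart from what is stated, the cause of a change was not tested.

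The DEG counts are given in the order 1 day, 6 weeks, control groups, irradiated groups, averaged irradiation and interaction, and were 4, 44, 0, 7, 44 and 0 in edgeR. DESeq2 called 30, 328, 26, 140, 185 and 37, with 4, 44, 0, 7 and 43 of the edgeR calls among the first 5. Limma with quality weights called 41, 509, 58, 333, 206 and 18. On simulated counts DESeq2 made 54 false calls at 1 day and 51 at 6 weeks, where edgeR made 5 each. The simulation took edgeR's own spread and held no transcripts of other tissues. It does not settle which tool's counts are nearer the truth in the real libraries. An unadjusted p in edgeR gave 355, 865, 599, 607, 560 and 457, in DESeq2 481, 966, 704, 725, 657 and 577, and in DESeq2 on the 2 groups 544, 905, 509 and 924, more by construction. With no low-count filter 7 genes were called at 1 day, 72 at 6 weeks, 15 between the irradiated groups and 2 for the interaction. On the 2 groups alone, with fewer libraries for the spread, edgeR called 1 at 1 day and 12 at 6 weeks, 1 and 11 of them shared with the 4 and the 44. Without the 3 libraries the counts were 204 at 6 weeks (43 of the 44 among them), 1 between the control groups, 109 between the irradiated groups and 36 for the interaction. With the adipocyte level as a covariate they were 10, 136, 4, 30 and, for the interaction, 7. With genes detected as a covariate 81 genes were called for averaged irradiation, and with DESeq2's size factors 1 for the interaction. The stricter filter and the removal of the fold cut-off kept every count within 1.5 times.

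Leaving out 1 library moved the counts over 0 to 11 at 1 day (lowest without Control_1d replicate 2, highest without Control_6w replicate 3), 0 to 98 at 6 weeks (0 without Control_6w replicate 1 or 2 or IRR_6w replicate 3 or 4, highest without IRR_6w replicate 1), 0 to 0 between the control groups, 3 to 37 between the irradiated groups (lowest without IRR_1d replicate 1 or 2, highest without Control_6w replicate 3), 9 to 59 for averaged irradiation (lowest without Control_1d replicate 2, highest without Control_6w replicate 3) and 0 to 5 for the interaction (highest without Control_6w replicate 3, and 1 without IRR_6w replicate 1). The values without the other libraries stand with the DEG counts above.

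The replicate number as a block gave 1 gene at 1 day, 15 at 6 weeks and 24 for averaged irradiation, and Ifit3 was no longer past the threshold (log2 fold change 3.28). The numbers do not pair the mice: in 19 pairs of libraries with the same number the residuals correlated by -0.364 to 0.422.

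Of the 5 genes at 6 weeks, the log2 fold changes kept their direction in every setting. Dhx58 was past the threshold in DESeq2 (2.49), with quality weights (2.89), without the 3 libraries (2.93), with the adipocyte covariate (2.57) and by unadjusted p in edgeR (2.49), DESeq2 (2.49) and DESeq2 on the 2 groups (2.47). Slc2a1 was so in the same order at 1.64, 1.49, 1.82, 1.57, 1.63, 1.64 and 1.62. Thbs1 was so in DESeq2 (2.38), with quality weights (2.16) and by the 3 unadjusted p (2.37, 2.38 and 2.36), and Cmpk2 without the 3 libraries (1.45) and by the 3 unadjusted p (1.33, 1.34 and 1.32). Leaving out 1 library gave 2.14 to 2.72 for Dhx58, 3.17 to 3.68 for Ifit3, 1.21 to 1.87 for Slc2a1, 1.99 to 2.65 for Thbs1 and 1.07 to 1.66 for Cmpk2. Dhx58 and Slc2a1 were called without IRR_6w replicate 1, and Ifit3 was not called without Control_1d replicate 2 or 3, any 1 of the 4 Control_6w replicates, or IRR_6w replicate 2, 3 or 4.

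Over the alternatives, 5249 of 5720 list counts stayed within 1.5 times, and set tests depended on the correlation assumed. Of 264 set tests 131 passed with camera's preset correlation and 31 with the estimated one, which the text gives throughout. Fry, which tests a set against no change rather than against other genes, passed 29 of these 31, all but chemokines and cytokines and toll-like receptor signaling for the interaction. Of 2141 values of single named genes 1889 stayed on their side, 174 lost the threshold and 78 gained it. Of 208 hub correlations 204 stayed, of 128 tests of the hub components 118 stayed, and of 50 exact tests of the 5 genes 38 stayed, with 11 lost and 1 gained when a library was left out. Of 54532 genes 16034 had enough counts to be tested and 24833 had none, and how many were missed for depth was not tested.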

Differences from the paper's values

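No test in this part was chosen after the result was seen, except where a sentence says so. Counts are set beside the paper's at the thresholds its methods give, a fold change over 2 or under 0.5 and an FDR under 0.05. By the comparison with its Table S1 below, the paper's counts match an unadjusted p rather than an FDR, so the adjusted counts here and the paper's differ in threshold. The alternatives are those set before the data were examined.

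At 1 day the paper gives 778 DEGs, 436 higher and 342 lower, and edgeR called 4, 4 and 0 here. For the total, DESeq2 on the 2 groups with an unadjusted p came within 1.5 times of it (544), and for the higher genes that setting (331) and DESeq2 on all groups with an unadjusted p (325), and the other alternatives did not. For the lower genes none did. At 6 weeks the paper gives 1133, 822 and 311, against 44, 41 and 3 here. Within 1.5 times came the unadjusted p in edgeR (865, 587 and 278), in DESeq2 (966, 702 and 264) and in DESeq2 on the 2 groups (905 and 701, but not for the lower genes), and no other alternative. Between the control groups the paper gives 740, 449 and 291, against 0, 0 and 0 here in edgeR, with 599 genes at an unadjusted p and the fold cut-off, 26 in DESeq2 and 58 in limma with quality weights. Within 1.5 times came the unadjusted p in edgeR for the total (599) and the higher genes (437), in DESeq2 (704, 483 and 221) and in DESeq2 on the 2 groups (509, 307 and 202), and no other. Between the irradiated groups the paper gives 1090, 883 and 207, against 7, 5 and 2 here. Within 1.5 times came the unadjusted p in DESeq2 on the 2 groups (924, 767 and 157) and, for the lower genes, in DESeq2 (154), and no other.

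The paper's Table S1 lists the DEGs with a p-value, and the highest p in the 4 comparisons is 0.0499 to 0.0500. Of its DEGs, 663, 986, 598 and 997 were tested here in the order above, all with the same direction, and all 4, 44 and 7 genes called here are among them. DESeq2 on the 2 groups, with an unadjusted p, called 544, 905, 509 and 924 genes, of which 538, 896, 504 and 920 are in the table. The same tool at an adjusted p, a setting chosen after seeing the values, called 54, 331, 35 and 348 genes, all in the table. Gene by gene, in a comparison also chosen after seeing the values, the p of the table was nearer to the unadjusted than to the adjusted p of DESeq2 on the 2 groups for 629 of 632, 974 of 977, 594 of 598 and 965 of 968 genes.

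The paper gives r = 0.54 between the magenta module and the time, and the 83 DEGs that stand in for the module here gave 0.775. None of the alternatives came to the paper's value, and the members of the module itself were not used here. For Dnajb1 and Gm12346 the paper shows about 0.76 in Fig. 6D, read by eye, against 0.857 here. Without IRR_1d replicate 1 (0.839), IRR_1d replicate 2 (0.828), Control_6w replicate 3 (0.837) or IRR_6w replicate 4 (0.815) the value lay within the jackknife standard error of r from the paper's. Without both IRR_1d replicate 2 and IRR_6w replicate 4, the 2 libraries farthest from the median of Dnajb1, r was 0.771, and Spearman's rho over all libraries was 0.811, both also within it. With the other single libraries left out, a pseudocount of 0.1 or CPM it did not.

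The paper reports Dhx58, Ifit3 and Slc2a1 as raised in the irradiated group at 6 weeks. Ifit3 was called here, and Dhx58 and Slc2a1 had the same direction without passing the adjusted p. They passed in DESeq2, with quality weights, by an unadjusted p and without IRR_6w replicate 1, and also without the 3 libraries with adipocyte transcripts and with the adipocyte covariate, which were both chosen after seeing the values. For Fig. 7B the paper reports Thbs1 and Cmpk2 as raised in the sequencing data at 6 weeks without passing its test. Its Table S1 nevertheless lists both among the DEGs at 6 weeks, with log2 fold changes of 2.36 and 1.32. Here edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment did not call Thbs1 (adjusted p = 0.179), nor did it without any 1 library. Every irradiated library lay above every control (exact permutation p = 0.0286, not independent evidence for a gene named from these libraries). DESeq2, quality weights and the unadjusted p called Thbs1.

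The paper keeps all samples as free of outliers and describes the replicates of a group as alike. Here Control_6w replicate 3 and IRR_6w replicate 1 stood apart, and the mean correlation was 0.913 within and 0.910 between groups. The paper places Kif4 and Arhgap45 in a cluster that it describes as high at 6 weeks after irradiation. Here both were highest in Control_6w replicate 3, a control, and between the 6-week groups their log2 fold changes were -1.81 and -2.13, neither past the adjusted p. This direction rests on that library, since without it the values were 1.04 and 1.25, in the direction of the paper.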

Other observations

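The comparison with other splits of the same libraries was run after the results were seen, and the comparisons below were set before it, with lists written after the paper's supplementary tables had been read.

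Genes of the extracellular matrix were higher together 6 weeks after irradiation. Of 29 measured, 15 were higher and none lower when adjusted over the list alone (median log2 fold change 1.38, adjusted p = 0.0170 with an estimated correlation), and 1, fibronectin Fn1, passed over all genes. The collagens Col5a2 and Col14a1 had log2 fold changes of 1.75 (standard error 0.36) and 1.80 (standard error 0.38), with adjusted p = 0.0566 and 0.0634 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. The 1 gene over all genes became 6 without IRR_1d replicate 3, 5 without IRR_6w replicate 1 and 0 without Control_6w replicate 1 or 2 or IRR_6w replicate 3 or 4. Without the 3 libraries that hold adipocyte transcripts, a setting chosen after seeing the data, it was 12. At 1 day, Mmp2, a gelatinase, was higher when adjusted over the list alone (1.91 ± 0.40, standard error, adjusted p = 0.365 from the same test), and the set gave adjusted p = 0.507 with an estimated correlation. No matrix gene passed over all genes in edgeR at 1 day, while 5 had an unadjusted p under 0.05, and DESeq2 and limma with quality weights called 1 each.

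The 13 mitochondrially encoded genes of the respiratory chain had a median log2 fold change of -1.20 at 6 weeks (adjusted p = 0.266 with an estimated correlation). The smallest p was that of mt-Co3 (-2.16 ± 0.69, standard error, adjusted p = 0.274 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment). Mitochondrial genes took 20.3% to 44.2% of the counts in Control_1d, 28.1% to 40.2% in IRR_1d, 22.3% to 30.3% in Control_6w and 10.4% to 22.2% in IRR_6w. None passed over all genes or when adjusted over the list alone in edgeR at 6 weeks, while 4 were lower at an unadjusted p under 0.05, 1 in DESeq2 and 2 in limma with quality weights. From 1 day to 6 weeks after irradiation, 9 were lower when adjusted over the list alone (median -1.59, adjusted p = 0.146 with an estimated correlation). Nuclear-encoded genes of the respiratory chain had a median of -0.68 at 6 weeks (adjusted p = 0.443 with an estimated correlation), and genes of the oxidative stress response of 0.03 (0.507).

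Heat shock genes were higher as a set in IRR_6w than in IRR_1d. Of 20, 7 were higher when adjusted over the list alone (median 0.72, adjusted p = 0.0213 with an estimated correlation), and 1, Dnaja1, passed over all genes. Hsph1 (3.14 ± 0.53, standard error) and Hspa1a (3.45 ± 0.61), which encode Hsp110 and Hsp70, had adjusted p = 0.0561 and 0.0661 from edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. Between the control groups the set gave adjusted p = 0.148 with an estimated correlation (median 0.66, with 6 of 20 higher when adjusted over the list alone). There edgeR called 0 of the 20 over all genes, while 9 had an unadjusted p under 0.05, DESeq2 called 2 and limma with quality weights 4. The interaction of the list gave adjusted p = 0.613 with an estimated correlation. The 1 call became 3 without Control_6w replicate 3, 2 without IRR_6w replicate 1 and 0 without Control_1d replicate 2 or 3, IRR_1d replicate 1 or 2, Control_6w replicate 1, 2 or 4, or IRR_6w replicate 2, 3 or 4. Of 18 targets of ATF4 in the integrated stress response, 4 were higher when adjusted over the list alone (median 0.64, adjusted p = 0.0254 with an estimated correlation), among them Atf3 (2.91 ± 0.57, standard error). None of these passed over all genes in edgeR, while 5 had an unadjusted p under 0.05, DESeq2 called 2 and limma with quality weights 4, and edgeR called 1 without Control_6w replicate 3. Between the control groups the ATF4 targets had a median of 0.79 (adjusted p = 0.369 with an estimated correlation). There edgeR called 0 over all genes and 0 when adjusted over the list alone, while 7 were higher at an unadjusted p under 0.05, and DESeq2 and limma with quality weights called 0 each. The interaction of this list gave adjusted p = 0.446 with an estimated correlation, so a difference between irradiated and control mice in the change with time is not shown.

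Erythroid markers were higher in IRR_6w than in Control_6w for 7 of 11 genes when adjusted over the list alone (median 2.64, adjusted p = 0.294 with an estimated correlation), among them Alas2 (2.96 ± 0.79, standard error) and Slc4a1 (3.15 ± 0.83). The irradiated libraries were not alike, since hemoglobin genes took 7.19% and 1.22% of the counts in IRR_6w replicates 1 and 2, but 0.290% and 0.274% in replicates 3 and 4, within the 0.188% to 0.504% of Control_6w. Of 10 genes of cardiac hypertrophy and stress, 2 were, Ankrd1 (1.69 ± 0.46, standard error) and Uchl1 (1.72 ± 0.50), with adjusted p = 0.318 with an estimated correlation for the set. None of these genes passed over all genes in edgeR, while 7 erythroid and 2 stress genes had an unadjusted p under 0.05, DESeq2 called 3 and 2, and limma with quality weights 0 and 1.

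Other splits of the same libraries into groups of the same sizes were run for each count of DEGs. At 6 weeks the real split called 44 genes and any other of the 35 at most 0. For averaged irradiation it called 44 genes, against at most 1 in the others of 100 splits drawn. The other splits mix irradiated and control mice within a group, which adds any effect of irradiation to the spread and lowers their counts. The count at 6 weeks was also 0 without Control_6w replicate 1 or 2 or IRR_6w replicate 3 or 4. Chance is therefore not excluded by these splits. At 1 day the 10 splits are too few for a share under 0.05, with 4 genes in the real split and at most 0 in the others. Between the irradiated groups chance cannot be excluded by the share of splits, with 2 of 35 reaching the 7 genes of the real one. The other of the 2, with 11 genes, is the real split with IRR_6w replicate 1 moved to the IRR_1d side, so it holds most of the same contrast and is a poor measure of chance. Between the control groups and for the interaction edgeR called 0 genes (599 and 457 at an unadjusted p under 0.05 and the fold cut-off, 26 and 37 in DESeq2, 58 and 18 in limma with quality weights). Any split calls as many as 0, so the splits say nothing about chance there, with highest other counts of 7 and 0.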
